# Discovery of a new marker to identify myeloid cells associated with metastatic breast tumours

**DOI:** 10.1186/s12935-023-03136-w

**Published:** 2023-11-18

**Authors:** Ansooya A. Bokil, Mathieu Le Boulvais Børkja, Camilla Wolowczyk, Apsana Lamsal, Wenche S. Prestvik, Unni Nonstad, Kristine Pettersen, Sonja B. Andersen, Anna M. Bofin, Geir Bjørkøy, Sjoerd Hak, Miriam S. Giambelluca

**Keywords:** Metastatic tumours, Myeloid-derived cells, Arginase 1, Prognostic marker

## Abstract

**Background:**

Myeloid cells play an essential role in cancer metastasis. The phenotypic diversity of these cells during cancer development has attracted great interest; however, their functional heterogeneity and plasticity have limited their role as prognostic markers and therapeutic targets.

**Methods:**

To identify markers associated with myeloid cells in metastatic tumours, we compared transcriptomic data from immune cells sorted from metastatic and non-metastatic mammary tumours grown in BALB/cJ mice. To assess the translational relevance of our in vivo findings, we assessed human breast cancer biopsies and evaluated the association between arginase 1 protein expression in breast cancer tissues with tumour characteristics and patient outcomes.

**Results:**

Among the differentially expressed genes, arginase 1 (ARG1) showed a unique expression pattern in tumour-infiltrating myeloid cells that correlated with the metastatic capacity of the tumour. Even though ARG1-positive cells were found almost exclusively inside the metastatic tumour, ARG1 protein was also present in the plasma. In human breast cancer biopsies, the presence of ARG1-positive cells was strongly correlated with high-grade proliferating tumours, poor prognosis, and low survival.

**Conclusion:**

Our findings highlight the potential use of ARG1-positive myeloid cells as an independent prognostic marker to evaluate the risk of metastasis in breast cancer patients.

**Graphical Abstract:**

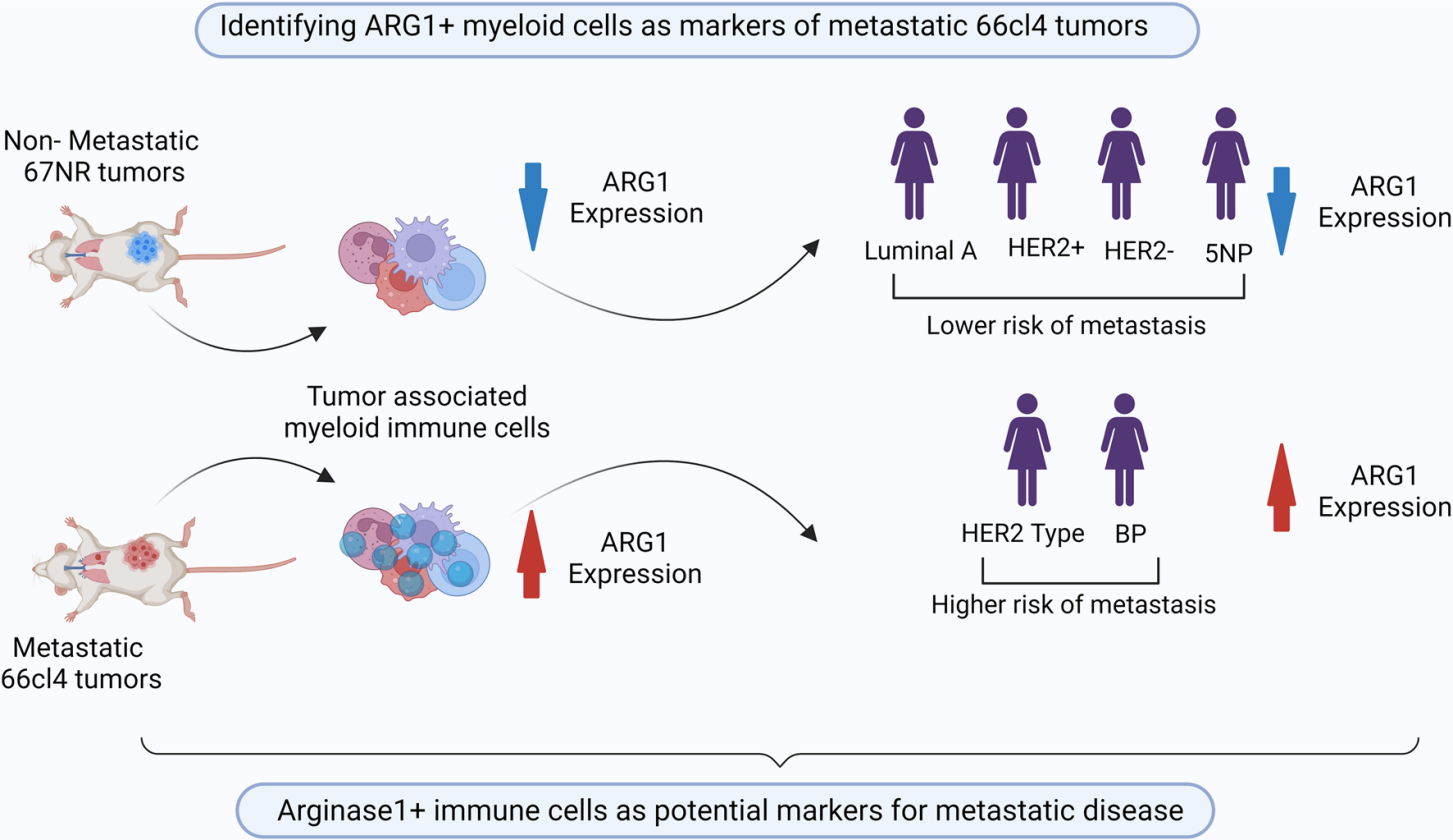

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12935-023-03136-w.

## Background

Despite exceptional advances in anti-cancer therapy, cancer metastases continue to be the leading cause of cancer-related mortality [1]. Advancements in our understanding of cancer metastasis have highlighted the crucial role of tumour microenvironment (TME), particularly immune cells. These cells are implicated at each step of tumour development and thus influential in its progression [2]. To establish primary tumours, cancer cells must not only escape immune surveillance, but also modulate immune cell behaviour [3, 4]. Due to their extensive involvement, several therapeutic strategies have been developed to enhance the anti-tumour activity of immune cells. However, few of these so-called immunotherapeutic strategies have entered the clinic. Most approved immunotherapies are based on immune checkpoint blockade (ICB) or adoptive T cell transfer that strengthens anti-tumour T cell responses [5, 6]. Although highly successful in certain cancers and individuals, the response rate of patients receiving mono-immunotherapy remains modest at approximately 20% [7]. This low response rate can be attributed to an immunosuppressed TME and aberrant communication between the innate and adaptive immune systems.

It is well established that myeloid cells have various roles as mediators in tumour development and metastasis [8]. Pro-tumourigenic and pro-metastatic activities of myeloid cells include suppression of adaptive immune responses [9], promotion of angiogenesis, matrix remodelling, and preparation of the pre-metastatic niche [10, 11]. Moreover, increased numbers of myeloid cells within solid tumours [12, 13] and a high neutrophil to lymphocyte ratio in blood, are associated with poor prognosis and unfavourable clinical outcomes in patients with certain types of tumours [13], confirming a pro-metastatic role of myeloid cells. Although these prognostic approaches are currently being studied, the correlation between the number of tumour infiltrating myeloid cells and patient survival requires more insights given the heterogenous nature of these cells [14, 15]. It is therefore imperative to further our understanding of myeloid cell biology in the context of cancer if we aim to use myeloid cells as prognostic markers and therapeutic targets in the clinic.

Here, we compared immune cell transcriptomes in primary metastatic versus non-metastatic tumours originating from two cell lines derived from the mammary carcinoma model 4T1. We utilized the cell lines 67NR, which forms non-metastatic tumours, and 66cl4, which forms tumours that metastasize to the lungs [16]. Our results showed significant differences in the immune cell functions associated with these two tumour types and revealed several molecular candidates that could potentially serve as prognostic markers. Arginase 1 (ARG1) gene and protein was highly expressed in myeloid cells of metastatic tumours, while it was nearly absent in these cells originating from non-metastatic ones. Even though ARG1 expression was induced upon immune cell infiltration into the tumour, a small number of ARG1-positive myeloid cells were also found in the lungs, which is the main metastasis site for 66cl4 tumours. Interestingly, ARG1 protein levels in the metastatic tumour also correlated with its levels and activity in plasma. This highlights ARG1 plasma abundance as a potential marker for the presence of pro-metastatic myeloid cells in the TME. Finally, we performed immunohistochemistry on 487 human breast cancer biopsies and found that the number of ARG1-positive cells correlated with high-grade proliferating tumours, poor prognosis, and low survival. In conclusion, this study indicates that ARG1-positive myeloid cells harbour potential as an independent prognostic factor in breast cancer.

## Materials and methods

### Mouse model

Animal experiments were approved by the National Animal Research Authorities, Norwegian Food and Safety Authority (FOTS: 17895 and FOTS: 26021) and carried out according to the European Convention for the Protection of Vertebrates used for Scientific Purposes. Eight- to twelve-week-old female BALB/cJ mice were purchased from Janvier Labs. France, and housed (3–6 mice/cage) under controlled light/temperature/humidity conditions with ad libitum access to food and water. Tumour growth and mouse weight were monitored and followed the pattern we reported previously [17]. The sample size for each experiment was decided based on our previous experience with these tumours [17, 18].

### Cell culture and tumour induction

The 67NR and 66cl4 cell lines were obtained from the Karmanos Cancer Institute, Detroit, MI, USA. The cells were cultured in Dulbecco’s modified Eagle’s medium (Lonza, BioWhittaker, Cat #BE12-604F) supplemented with 10% fetal calf serum (FCS, Thermo Fisher Scientific, Gibco, Cat #10272-106), 2 mM L-glutamine (Lonza, Cat #BEBP17-605E), and 50 U/mL penicillin–streptomycin (Thermo Fischer Scientific, Gibco, Cat #15070063). Cells were incubated at 37°C in 5% CO_2_ and allowed to grow to 75% confluence, after which they were used to prepare a cell suspension of 20 × 10^6^ cells/mL in sterile PBS (Sigma-Aldrich, Cat #D8537). For orthotopic tumour induction, mice were selected randomly and 1 × 10^6^ viable cells were injected into the inguinal (fourth) mammary fat pad of mice under anesthesia (1.5% isoflurane with 67.5% N_2_ and 32.5% O_2_). Tumour growth and mouse weight were monitored weekly, and the experiments were performed 21–26 days after injection. Control mice were healthy mice without injections. The total number mice used: controls N = 21; 67NR N = 25; and 66cl4 N = 25; none of the mice showed unexpected or adverse effects.

### Tissue processing

Blood was collected from mice under anaesthesia (4% isoflurane with 67.5% N_2_ and 32.5% O_2_) by cardiac puncture in heparin-containing tubes. Then, it was centrifuged at 1500 × *g* for 10 min, and plasma was collected and stored at −80°C until analysis (ELISA and LC–MS/MS). If the collected plasma showed haemolysis, it was excluded from the analysis. Leukocytes were obtained after red cell lysis using RBC lysis buffer (Thermofisher Scientific, 1X RBC Lysis Buffer, Cat #00-4333-57).

After blood collection, mice were euthanised by cervical dislocation and organs were harvested. Bone marrow cells were obtained by flushing the marrow cavities of the femurs with PBS using a syringe with a 26-gauge needle, followed by red cell lysis using RBC lysis buffer. Splenic cells were obtained by gently dissociating small spleen pieces through a 70 μm sterile cell strainer. Tumour and lung single-cell suspensions were prepared by mincing 0.5 mm pieces in an uncoated Petri dish containing 2 mL of serum-free RPMI using a scalpel. The minced tissue was placed in a tube containing a mix of Liberase DL (0.835 U/mL, Roche, Cat #5466202001), Liberase TL (0.835 U/mL, Roche, Cat #5401020001) and DNase I (13 U/mL, Qiagen, Cat #79254) in DMEM for 30 min at 37°C on a shaking incubator. The tissue single-cell suspensions were washed with serum-free RPMI, and one red-cell lysis step was performed. Samples were centrifuged at 400 × *g* for 8 min, and single cells were suspended in cold FACS buffer (PBS, supplemented with 2% fetal calf serum and 2 mM EDTA). Tissues showing > 50% necrosis were excluded.

### Flow cytometry

The single cell suspensions obtained by tissue processing explained above were resuspended in FACS buffer and incubated with 0.5 μg of Fc block antibody (anti-mouse CD16/32, Affymetrix, eBioscience, Cat #14-0161-85) for 15 min on ice. Surface staining of cell suspensions was performed by addition of anti-mouse CD45-FITC (Biolegend, Cat #103108, 0.5 μg/test), CD11b-BV421 (Biolegend, Cat #101251, 1 μg/test) and Ly6G-PE/Cy7 (Biolegend, Cat #127618, 0.5 μg/test) antibodies and incubation for 20 min on ice protected from light. After incubation, the cell suspensions were washed twice, and samples were stained with Zombie Aqua (BioLegend, Cat #423101) for 10 min on ice, according to the manufacturer’s instructions. After surface staining, cells were washed twice with cold FACS buffer and fixed using the Fixation Buffer (R&D Systems, Cat #FC009) for 10 min at RT according to the manufacturer’s instructions. Following fixation, the cells were washed twice and resuspended in 200 μL of Permeabilization Buffer (R&D Systems, Cat #FC009) to perform the intracellular staining. The cells were incubated with 0.5 μg of Fc block antibody (anti-mouse CD16/32) for 15 min, followed by 30 min with ARG1-APC antibody (Invitrogen, Cat #17-3697-82, 1 μg/test) at RT. Finally, the cells were washed twice, resuspended in FACS buffer and analysed on a BD LSR II flow cytometer.

Myeloid cell subpopulations were identified by surface staining with CD45-FITC, CD11b-BV421, Ly6G-PE/Cy7, Ly6C-PerCP/Cy5.5 (Biolegend, Cat #128012, 0.5 μg/test), F4/80-PE-Texas Red (ThermoScientific, Cat #MF48017, 1 μg/test) and ARG1-APC antibodies.

Single staining and fluorescence-minus-one (FMO) staining were performed. Antibody volumes were used according to manufacturer recommendations. The generated data was analysed using FlowJo software v10. Gating strategies for the analyses are described in supplementary data.

### Cell sorting

The single-cell suspensions obtained by tissue processing explained above were resuspended in FACS buffer and incubated with 0.5 μg of Fc block antibody (anti-mouse CD16/32) for 15 min on ice. Then, the cells were incubated with CD45-FITC antibody for 30 min on ice, followed by staining with the viability dye Zombie Aqua, as mentioned above. Cells were washed, resuspended in FACS buffer and sorted based on CD45 expression levels using a BD FACSAria™ Fusion flow cytometer.

### RNA sequencing

RNA sequencing was performed on the RNA extracted from the sorted populations. RNA quantity, quality, integrity, and purity were evaluated using Qubit, bioanalyser and NanoDrop. Sequencing libraries were generated using the SENSE mRNA-Seq library prep kit V2, according to the manufacturer’s instructions (Lexogen GmbH), with 350 ng of total RNA as input.

Libraries were normalised to 2.6 pM, subjected to clustering and single-read sequencing. According to the manufacturer's instructions, sequencing was performed for 86 cycles on a NextSeq500 HO flow cell (Illumina). Base calling was performed using NextSeq500 instrument software (RTA 2.4.6). FASTQ files were generated using the bcl2fastq2 Conversion Software v2.20.0.422. The sequences are available from February 01, 2024 under the GEO NCBI Accession code: GSE211223.

### RNA sequencing data analysis

FASTQ files were quality controlled with fastqc (v0.11.9), filtered and trimmed using fastp (v0.20.0). Trimmed sequences were aligned to the reference genome using STAR (v2.7.3), and quality metrics were extracted with Picard CollectRNASeqMetrics (v2.21.5). Transcript counts were generated using quasi-alignment (Salmon v1.3.0) to GRCh38 transcriptome reference sequences. Transcript counts were imported into R statistical software and aggregated to gene counts using the tximport (v1.14.0) Bioconductor package for downstream statistical analysis. Gene counts were normalised and analysed for differential expression using the DESeq2 Bioconductor package. Differential expression was defined as genes with a false discovery adjusted p-value < 0.05 and log fold change difference > 1. Pathway enrichment analysis was performed using the enriched Bioconductor (v3.0) package.

### Quantitative real-time PCR

Total RNA from the whole tumour was obtained by first placing small tumour pieces in lysis buffer (RLT, provided in RNeasy^®^ Mini Quiagen Kit, Cat #74106) and then disrupted with 2.8 mm ceramic beads using an MP Biomedical FastPrep-24™ tissue homogeniser (SKU 116004500), with two rounds of 4.0 m/s for 20 s each. Samples were vortexed, and RNA was isolated following manufacturer instructions (RNeasy® Mini Kit, Qiagen, Cat #74106). Total RNA from sorted CD45^+^ and CD45^-^ cells was obtained using the Quick-RNA™ MicroPrep Kit (Zymo Research, Cat #R1051), following manufacturer instructions. RNA was quantified by spectrophotometry (ND1000 Spectrophotometer, NanoDrop, Thermo Scientific) and stored at −80˚C until further analysis. cDNA was synthesised from 500 ng (whole tumour) and 100 ng (sorted cells) total RNA using a High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems™, Cat #4387406). Quantitative real-time PCR (RT-qPCR) was performed in 20 µl reactions containing 10 µl of 2X QuantiTect SYBR Green PCR master mix (Qiagen), 2 µl 10X QuantiTect Primer Assay and 8 µl of the sample containing 2 ng of cDNA. QuantiTect Primers for Mm_Hprt_1_SG (Cat #QT00166768) -as a reference gene- and Mm_Arg_1_SG (Cat #QT00134288) were used. RT-qPCR was performed on the StepOne Plus system (Applied Biosystems) using the following cycling conditions: 95°C for 10 min, followed by 40 cycles at 95°C for 15 s, 60°C for 30 s and 72°C for 30 s. Relative gene expression levels were calculated using the 2^(-ΔΔCT)^ method.

### Immunoblotting

Primary tumour pieces were homogenised in lysis buffer containing 8 M urea, 4% CHAPS (Cat #C9426), 1 M DTT (Cat #646563), Complete® protease inhibitor (Cat #1187350001) and phosphatase inhibitor cocktail II and III (Cat #P5726 and #P0044). Homogenised tissues were placed on a shaker for 20 min at 4°C and centrifuged at 16,000 × *g* for 20 min at 4°C. Protein concentration was measured using BioRad protein assay (Cat #5000006). Equal amounts of proteins were separated using NuPAGE® Novex® Bis–Tris gels (4–12%) (Invitrogen), transferred onto nitrocellulose membranes and stained with Revert™ 700 Total Protein Stain (P/N: 926–11016). After destaining and washing, the membrane was further stained with ARG1 (GeneTex, Cat #GTX109242, 1:2000) and ERK1/2 (Cell Signaling, Cat #9107S, 1:2000) antibodies. Near-infrared fluorescent secondary antibodies were used and imaged on an Odyssey Near Infrared Scanner (Li-Cor Biosciences). Images were processed using Li-Cor Odyssey software Image Studio v5.2.5.

### Fluorescence in situ hybridisation (FISH)

Formalin-fixed paraffin-embedded 66cl4 and 67NR tumours were cut into 4 µm sections using a microtome, mounted on Superfrost Plus slides, dried and used for FISH.

The RNAScope Pretreatment Kit (ACD Bio, Cat #310020) was used according to the manufacturer’s instructions. Following pretreatment, the sections were stained using the RNAScope 2.5 Detection Kit- Brown (ACD Bio, Cat #322310) and washed with RNAscope Wash Buffer (ACD Bio, Cat #310091) following the manufacturer’s instructions. The probe Mm-ARG1 (ACD Bio, Cat #403431) was used. Images were captured using an IX71 inverted fluorescence microscope (Olympus).

### Enzyme-linked immunosorbent assay (ELISA)

Levels of ARG 1 protein in plasma samples, obtained from tumour-bearing and healthy mice, were determined using a Mouse Arginase 1 ELISA kit (Abcam, Cat #ab269541). Only samples with no visual evidence of haemolysis were analyzed. Plasma samples were diluted at 1:40, analyzed according to the manufacturer’s protocol and absorbance at 450 nm was read on the Bio-Rad iMark Microplate Reader Bio-Rad (Cat #168-1135).

### Immunohistochemistry (IHC)

Formalin-fixed paraffin-embedded 66cl4 and 67NR tumours were cut into 4 µm sections using a microtome, mounted on Superfrost Plus slides and dried. Antigen retrieval was performed using citrate buffer (pH 6; Cat #C9999). Slide preparation and staining were performed using a Rabbit-specific HRP/DAB (ABC) Detection IHC Kit (Cat #ab64261) and VECTASTAIN Elite ABC-HRP Kit, Peroxidase (Rat IgG) (PK-6104), respectively, following the manufacturer’s instructions for all steps except treatment after primary staining. After primary staining, the slides were treated with hydrogen peroxide, and the manufacturer’s protocol was resumed. The slides were incubated with an anti-ARG1 antibody (Cell Signaling, Cat #93668, 1:100) for 1 h at room temperature.

Images were captured using an IX71 inverted fluorescence microscope (Olympus).

### LC–MS/MS

Metabolites were extracted, measured and analysed using a previously described method [19].

### Statistics

GraphPad Prism 9.2.0 (332) was used for statistical analysis. For the analysis of 2 groups, we used Mann–Whitney t-tests (Unpaired) and Kruskal–Wallis test (Unpaired) for more than two groups, followed by a multiple comparisons test.

### Data availability

The data are scheduled to be publicly available from February 01, 2024, in the Gene Expression Omnibus (GEO) at GSE211223. The data are available earlier upon request.

## Human samples

### Breast cancer subtypes cohort 1

The human breast cancer tissue used in this study was obtained from a cohort of 25,727 women born between 1886 and 1928, who participated in a population-based early breast cancer detection program in Nord-Trøndelag, Norway, between 1956 and 1959 [20]. A total of 1396 patients diagnosed with breast cancer during the follow-up period from 1961 to 2008 and 909 of them, were reclassified into molecular subtypes [21] and followed up from the time of diagnosis until death from breast cancer, death from other causes, or the 31st of December 2015.

Use of human samples was approved by the Regional Committee for Medical and Health Research Ethics in Central Norway (Approval number: REK 836-09). This study was approved by the general requirements for patient consent and performed in accordance with the Declaration of Helsinki.

### Specimen characteristics

Each tumour was previously classified into histopathological type and grade according to established guidelines [22, 23]. Then, three 1 mm tissue cores were extracted from the periphery of each primary tumour and assembled in tissue microarrays (TMA) using a Tissue Arrayer MiniCore with TMA Designer2 software (Alphelys). These were subsequently cut into 4 μm thick sections and kept frozen at −20°C until use. As previously described, the 909 tumours were classified into the following molecular subtypes: luminal A (ER^+^ and/or PR^+^, HER2^−^, Ki67 < 15%), luminal B (HER2^−^) (ER^+^ and/or PR^+^, HER2^−^, Ki67 ≥ 15%), luminal B (HER2^+^) (ER^+^ and/or PR^+^, HER2^+^), HER2 type (ER^−^, PR^−^, HER2^+^), five negative phenotype (5NP) (ER^−^, PR^−^, HER2^-^, cytokeratin 5 (CK5)^−^, epidermal growth factor receptor 1 (EGFR)^−^, and basal phenotype (BP) (ER^−^, PR^−^, HER2^−^, CK5^+^, and/or EGFR^+^)[21]. The present study restricted itself to 521 primary tumours from a more recent date (from the 1980s onwards), of which 34 were excluded due to insufficient tissue, leaving a final number of 487 cases for analysis.

### Immunohistochemistry (IHC)

For ARG1 IHC, the Dako EnVison + Dual Link System-HRP (DAB+) (Cat #K4065) was used, followed by the procedure described above for IHC of the mouse breast cancer model.

### Scoring and reporting

ARG1-stained human breast cancer tissues were assessed by bright-field microscopy. The number of positively stained infiltrating polymorphonuclear cells within a single TMA core was recorded in each case. Where more than one well-preserved tissue core was available, the core with the highest number of positively stained cells was chosen. If no apparent differences were observed, one was chosen arbitrarily. Cells were recorded as infiltrating if they were located within the tumour, either in the epithelial compartment or stromal compartment, but not visibly contained in the vessels. Subsequently, cases were divided into two categories: < 10 and ≥ 10 ARG1 positively stained cells.

### Statistics

Pearson’s χ^2^ test was used to assess the association between ARG1 protein expression in human breast cancer tissues and different patient and tumour characteristics. A log-normal, accelerated failure time model was chosen for the survival analysis because the assumption of proportional hazards was inappropriate for the included covariates. The model was fitted using several different distributions (log-logistic, log-normal, Weibull, exponential, and generalised gamma), and the goodness of fit was assessed by calculating and comparing the Akaike and Bayesian information criteria for each distribution. In the final model, the impact of the included variables on survival was expressed as a time ratio with a 95% confidence interval.

## Results

### mRNA sequencing analysis of CD45^+^ and CD45^−^ cells from metastatic and non-metastatic tumours revealed distinct immune cell biological processes

To identify the main functions of immune cells in metastatic and non-metastatic tumours, we analysed the transcriptomes of 66cl4 and 67NR primary tumours. mRNA-sequencing was performed on tumour cells sorted into two populations: immune (CD45^+^) and non-immune (CD45^−^) cells. 

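66cl4 and 67NR are mouse mammary tumour cell lines of the family that also gave 4T1. Grown in the mammary fat pad, 66cl4 tumours spread to distant organs and 67NR tumours do not. The data comprise 20 RNA sequencing libraries from 10 mice, 5 with a 66cl4 tumour and 5 with a 67NR tumour. Each tumour gave 1 library of CD45+ cells and 1 library of CD45− cells. CD45 is a surface protein of leukocytes, so the CD45+ gate collects immune cells. The authors counted reads on transcripts with Salmon, summed these estimated counts to genes with tximport and deposited the gene table without normalisation. It lists 52783 mouse genes by their Ensembl identifiers, of which 20231 had a count of 0 in every library. Because a read that fits several transcripts is shared between them, 15.1 to 18.0% of the values in a library were not whole, and the estimated counts were rounded before testing.
The total count per library ranged from 13729266 to 21495951 in 66cl4 CD45+ cells (median 20125530) and from 12960000 to 18372284 in 67NR CD45+ cells (median 16311297). In CD45− cells it ranged from 13050039 to 28080314 in 66cl4 (median 17378236) and from 16917109 to 22180348 in 67NR tumours (median 21247615). The totals of the CD45+ libraries did not separate by tumour (two-sided exact permutation test, p = 0.111), whereas within 67NR tumours those of CD45− cells were higher (p = 0.0238 by the same exact test). Differences between groups were tested with edgeR's quasi-likelihood test after TMM normalisation and a filter on low counts, with the thresholds of the paper (adjusted p-value under 0.05 and absolute log2 fold change over 1). Levels of single genes are counts divided by DESeq2 size factors.
For the CD45+ and CD45− libraries of 66cl4 animals 5 and 6, the sample title and the cell type recorded beside it name opposite gates. They were assigned by title, and results were repeated without these animals. Ptprc (ENSMUSG00000026395), the gene of CD45, had a higher level in the library titled CD45+ in 10 of 10 animals, by 33.6-fold to 1932-fold. In animals 5 and 6 it was higher by 128-fold and 506-fold.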

Principal component analysis (PCA) of the transcriptomes demonstrated a high degree of similarity between the five biological replicates of each tumour model (Additional file 1: Fig. S1A). Additionally, samples were separated by tumour type (67NR vs 66cl4) and cell type (immune vs non-immune), indicating differential gene expression between the tumour and cell types. 

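On variance-stabilised counts of the 16453 genes that passed the filter, the first principal component held 67.2% of the variance, the second 18.7% and the third 4.13%. The nearest library of each of the 20 libraries belonged to its own group. The distance between replicates had a median of 77.8 in 66cl4 CD45+ cells, 71.1 in 67NR CD45+ cells, 54.6 in 66cl4 CD45− cells and 61.3 in 67NR CD45− cells. The widest gap between replicates, 108, lay between a pair of 67NR CD45+ libraries. Replicates differed by more than the sampling noise: the chi-square statistic per degree of freedom between replicates of a group ranged from 13.5 to 170, so no library was a copy of another. The share of the first component moved most when genes were scaled to unit variance, to 44.4%, and that of the second when the 500 most variable genes were used, to 7.50%.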

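The first component parted the gates. CD45+ libraries had scores of 74.4 to 125 and CD45− libraries of −132 to −75.3. The second component parted the tumours, with scores of 26.7 to 72.0 for 66cl4 and −80.0 to −10.6 for 67NR. Between tumours, CD45− libraries lay 153 to 166 apart, beyond the distances within either group. CD45+ libraries lay 88.2 to 131 apart, a range that overlapped the distances between replicates of 67NR CD45+ cells. Between gates the distances were 221 to 270 in 66cl4 and 170 to 235 in 67NR tumours.
With edgeR, 6621 of 14916 genes differed between CD45+ and CD45− cells of 66cl4 tumours, 3562 higher and 3059 lower in CD45+ cells. In 67NR tumours 5992 of 15063 differed, 3044 higher and 2948 lower. From the separation of the samples the paper reasons that gene expression differs between the tumours and between the cell types.

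**Figure D1:**
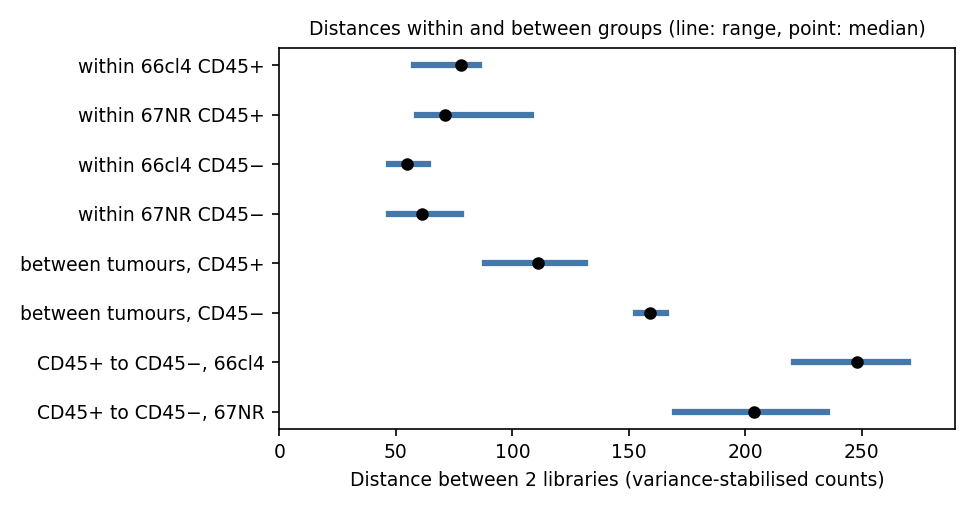
Distance between pairs of libraries on variance-stabilised counts (horizontal axis, no unit), within each group of 5 libraries, between the tumours and between the gates. Lines span the lowest to the highest distance and points mark the median; for CD45+ cells the range between tumours (88.2 to 131) overlaps that within 67NR CD45+ cells (up to 108).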

Compared with 67NR CD45^+^ cells, we found that 2822 genes were differentially expressed in 66cl4 CD45^+^ cells (Log2Fold change > 1, < −1; adjusted p-value < 0.05), where 1064 genes were upregulated, and 1758 were downregulated (Additional file 1: Fig. S1B).

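Of 14676 genes tested with edgeR's quasi-likelihood test, 1736 differed between 66cl4 and 67NR CD45+ cells, 735 with higher and 1001 with lower expression in 66cl4. In 15.1% of all tested genes the 5 libraries of one tumour lay above the 5 of the other, against 0.794% by chance. The count moved most with the form of the test. When the fold change itself was tested against a log2 value of 1, 513 genes remained, all of them among the 1736. With DESeq2, the tool named in the methods, 2555 genes passed, 1054 higher and 1501 lower, and 1732 of the 1736 were among them. Leaving out each library in turn gave 1507 to 1880 genes.
The 20 genes labelled in Fig. S1B all differed in the direction drawn there. Mmp9 (ENSMUSG00000017737) had 7973 ± 2440 normalised counts (SD, n = 5) in 66cl4 and 552 ± 150 in 67NR CD45+ cells, a log2 fold change of 3.86 (standard error 0.275, edgeR adjusted p = 1.16e-05). Cxcl14 reached a log2 fold change of 3.93 (standard error 0.234, edgeR adjusted p = 2.82e-06). Among genes higher in 67NR, Spon1 had 3050 ± 586 normalised counts in 67NR and 244 ± 17.7 in 66cl4 CD45+ cells (SD, n = 5), a log2 fold change of −3.63 (standard error 0.150, edgeR adjusted p = 1.85e-07). Vcam1 had a log2 fold change of −3.80 (standard error 0.293, edgeR adjusted p = 2.47e-05). Krt8, Sema3e, Prl2c2 and Vmn1r139 were higher in 66cl4, yet their levels in CD45+ cells were 5.53%, 4.12%, 6.46% and 5.23% of those in CD45− cells of the same tumours, within the range of fibroblast genes (4.03 to 8.81%). For Cgnl1 this share was 18.4%. Of the genes higher in 67NR, Dpt, Aebp1, Adgrf1, Pcdh9, Npas3, Tex101 and Sh3gl3 had CD45+ levels of 14.7 to 28.0% of those in CD45− cells of 67NR tumours, within the range of fibroblast genes there (5.41 to 46.9%), among which Dpt itself is counted. The top of this range rests on a single gene, and the next is Dpt with 16.5%. Npas3, Tex101 and Sh3gl3 lay above Dpt. For Pdgfc, Vcam1 and Spon1 the CD45+ level was the higher one.
Among the 10 genes with the largest absolute log2 fold change were Gm42429, Vmn1r139, Lbx1, Gm14406, Prl2c2, Prl2c5, Prl2c3, Gzmg and Tex101. Of these, Gm14406 and Tex101 were higher in 67NR and the others in 66cl4. For Gm42429, Vmn1r139, Lbx1, Gm14406 and Tex101, every library of the tumour with the lower level held at most 3 counts, so their fitted fold changes have no firm size. Gzmg had 255 to 1410 normalised counts in 66cl4 and 0 to 21.6 in 67NR CD45+ cells. In 66cl4 CD45+ cells the levels of Lbx1, Prl2c5 and Prl2c3 were 4.87%, 6.05% and 6.99% of those in CD45− cells. Members of the Prl2c and Vmn1r families and predicted genes have near-identical copies between which reads can be shared, so their counts are uncertain.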

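The 500 genes with the largest log2 fold change among those higher in 66cl4 CD45+ cells had log2 fold changes down to 1.32. Ranked by DESeq2's log2 fold change in place of edgeR's, 261 of the 500 genes were the same. Without 66cl4 animals 5 and 6, 355 were the same. In 57 of the 500 genes, and in 27 of the 50 largest, the level in 66cl4 CD45+ cells was at most the highest share of the CD45− level seen for a fibroblast gene. Arg1 stood at rank 39, and at rank 115 by DESeq2's log2 fold change. Its level was above that of CD45− cells.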

To identify the predominant pathways and biological processes where the differentially expressed 66cl4 CD45^+^ genes were involved, we performed a Gene Ontology (GO) analysis of the 500 most upregulated genes based on Log2Fold change (Additional file 1: Fig. S1C, D and Table S1). 

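Table S1 lists 144 different genes, and each was matched to a gene of the count table by name. Of these, 125 passed the filter on low counts, and all 125 had a log2 fold change above 0 in 66cl4 CD45+ cells. With edgeR 109 passed the thresholds as higher. In all, 79 of the 144 were among the 500 largest fold changes computed here. For leukocyte migration, 30 of 33 tested genes were higher, with a median log2 fold change of 2.01. For chemotaxis, 33 of 35 were higher, with a median of 1.85. For the inflammatory response, 36 of 39 were higher, with a median of 1.66. For the regulation of the response to wounding, 31 of 33 were higher, with a median of 1.77. The genes were picked for these terms from the same libraries, so these counts are not independent evidence, and no enrichment was recomputed.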

Enrichment analysis of biological processes indicated elevated expression of genes related to leukocyte migration, chemotaxis, and inflammatory and wound healing responses (Fig. 1A and Additional file 1: Table S1).

**Fig. 1:**
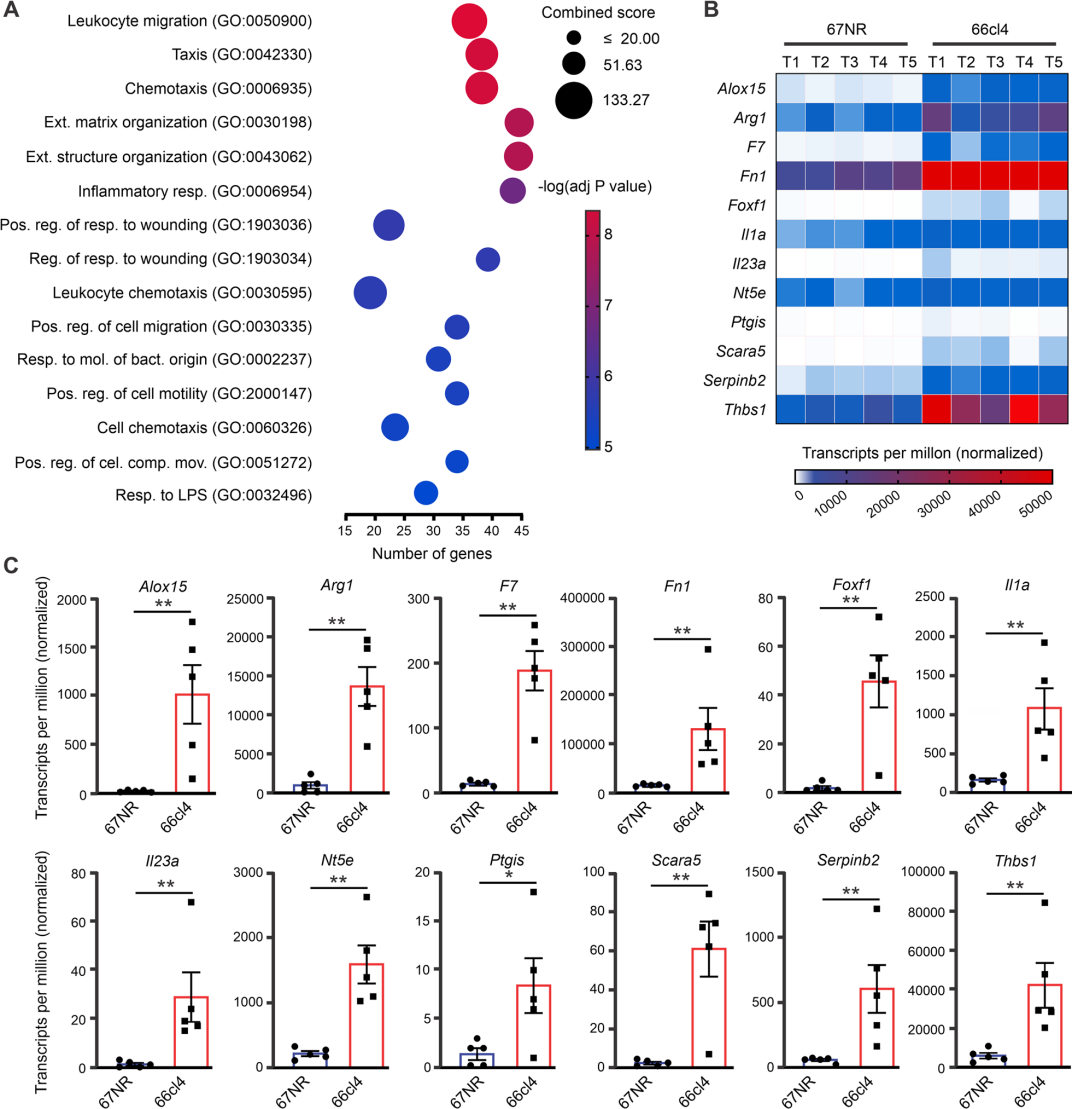
Comparative analysis of biological processes in metastatic and non-metastatic tumours**.** **A** Gene Ontology analysis shows the 15 most enriched biological processes of upregulated genes in 66cl4 CD45^+^ cells vs 67NR CD45^+^ cells. **B** Heatmap shows transcripts per million of the top 12 highest upregulated genes associated with inflammatory and wound healing responses (N = 5) in CD45^+^ cells. **C** Average expression levels of the selected genes as transcripts per million (TPM). Bars represent means ± SEM and each data point represents a single animal. Statistical significance was determined using Mann Whitney t-test, (*p < 0.05; **p < 0.005; ***p < 0.0005)

Since leukocyte migration and chemotaxis have been extensively studied [24], we focused on the genes associated with inflammatory and wound healing responses. 

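The terms of Table S1 on the inflammatory response and on wounding together hold 63 genes, of which 57 were tested and 52 were higher in 66cl4 CD45+ cells. Among these, Alox15, Il23a, F7 and Serpinb2 had the largest fitted log2 fold changes, in this order, and Nt5e, Thbs1, Il1a and Fn1 stood at ranks 7, 8, 9 and 11. The place of Il23a rests on a fitted value against libraries with at most 3 counts. Arg1 is listed under the response to molecules of bacterial origin and to lipopolysaccharide only.
Alox15 (ENSMUSG00000018924) had 1257 ± 840 normalised counts (SD, n = 5 animals) in 66cl4 and 30.1 ± 13.5 in 67NR CD45+ cells, a log2 fold change of 5.38 (standard error 0.676, edgeR adjusted p = 0.000532). Nt5e had a log2 fold change of 2.97 (standard error 0.405, edgeR adjusted p = 0.000769). Il1a had 1084 ± 600 and 159 ± 46.7 normalised counts, Serpinb2 570 ± 422 and 46.6 ± 22.9, and F7 191 ± 71.3 and 14.7 ± 4.16. Foxf1 had 45.4 ± 23.7 and 1.93 ± 1.99 normalised counts, a ratio of 23.5 that rose to 40.2 without the 67NR library of animal 7. All 67NR CD45+ libraries held at most 3 counts of Il23a, Scara5 and Ptgis. Against the level that 3 counts would give, the mean of Scara5 (60.4 ± 31.4 normalised counts in 66cl4) was 17.0-fold higher and that of Ptgis (6.47 ± 3.11) 1.83-fold. The mean of Il23a (29.6 ± 23.0) was 8.35-fold higher, and 5.47-fold without the 66cl4 library of animal 5, which held 70.4 normalised counts. These are lower bounds for the observed means only and do not cover the spread between animals. That of Ptgis ran from 1.63 to 2.19 when 1 library was left out.
For 11 of the 12 genes of Fig. 1B every 66cl4 library lay above every 67NR library (two-sided exact permutation test, p = 0.00794, the smallest that 5 against 5 allow). Over the 12 genes the adjusted value was 0.00866. The genes were chosen on these libraries, so this is not independent evidence. Ptgis overlapped (exact permutation p = 0.0317). Scara5, Foxf1 and Ptgis did not pass the filter on low counts of the CD45+ comparison. DESeq2, run without it, gave adjusted p-values of 2.05e-09, 2.83e-08 and 0.0771. In CD45+ cells of 66cl4 tumours the levels of Scara5 and Foxf1 were 3.6% and 4.84% of those in CD45− cells, no higher than the shares of fibroblast genes, and that of Ptgis was 12.7%.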

Based on the Log2Fold change, we identified the 12 most differentially expressed genes of the 66cl4 CD45^+^ cells: *Il23a, Alox15, Scara5, Foxf1, F7, Ptgis, Thbs1, Il1a *(inflammatory and immunomodulatory functions), *Arg1* and *Nt5e*, (immunosuppressive activities) and *Fn1* and *Serpinb2,* (markers for specific immune cell subsets) (Fig. 1B). Of these, we selected the three genes with the highest transcript levels in 66cl4 CD45^+^ compared with CD45^+^ from 67NR tumours: *Arg1, Fn1* and *Thbs1* (Fig. 1C). 

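By mean level in 66cl4 CD45+ cells, the highest of the 12 genes were Fn1 (ENSMUSG00000026193) with 102200 ± 41000 normalised counts (SD, n = 5), Thbs1 (ENSMUSG00000040152) with 41640 ± 25900 and Arg1 (ENSMUSG00000019987) with 13580 ± 5850. Nt5e came next. In 67NR CD45+ cells their levels were 17340 ± 5580, 5848 ± 3090 and 971 ± 958. The ratios of the means were 5.89, 7.12 and 14.0. By edgeR the log2 fold changes were 2.56 for Fn1 (standard error 0.311, adjusted p = 0.000288), 2.82 for Thbs1 (standard error 0.486, adjusted p = 0.00256) and 3.80 for Arg1 (standard error 0.803, adjusted p = 0.00778). Arg1 varied widely among 67NR animals, from 136 to 2474 normalised counts. Without animal 6, which had the highest level, its mean there was 595 and the ratio rose to 22.8. As TPM computed with reference transcript lengths, the same genes led, in the order Fn1, Arg1 and Thbs1.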

*Arg*1 was the only gene that solely marked immune cells, whereas *Fn1* and *Thbs* were equally expressed in CD45^+^ and CD45^−^ cells (Additional file 1: Table S2). 

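In CD45− cells of 66cl4 tumours Arg1 had 128 ± 110 normalised counts (SD, n = 5), and its mean in CD45+ cells was 107 times as high (two-sided exact permutation test, p = 0.00794). Without the CD45− library of animal 5 the ratio was 170. Arg1 was higher in the CD45+ library of 5 of 5 animals. The level in CD45− cells, 0.939% of that in CD45+ cells, was near the median of 0.650% over 55 genes from lists of immune cell markers. Fn1 had 78080 ± 16400 normalised counts in CD45− cells, with a ratio of CD45+ to CD45− of 1.31 (exact permutation p = 0.286). Thbs1 had 31750 ± 3240, with a ratio of the same size (exact permutation p = 0.563). Neither difference exceeded the spread between replicates. For Thbs1 the ratio fell to 0.974 without the CD45+ library of animal 5.
In CD45− cells of 67NR tumours Arg1 had 80.9 ± 144 normalised counts (SD, n = 5) and its ratio of CD45+ to CD45− was 12.0 (exact permutation p = 0.0556; an exact Mann-Whitney test gave p = 0.0317). By edgeR its log2 fold change was 3.57 (adjusted p = 0.0161), and the adjusted p ran from 0.000197 to 0.0671 over the alternatives. Without the CD45− library of animal 6 the log2 fold change was 5.84. It was higher in the CD45+ library of 5 of 5 animals. The CD45− library of animal 6 held 338 normalised counts, and without it the ratio was 58.0, with an unchanged p. Without the CD45+ library of animal 6 it was 7.35, and without that of animal 5 or 7 it was 14.6. The exact permutation p fell to 0.0159 without either of the latter. It rose to 0.0635 without the CD45+ library of animal 6 and to 0.0952 without the CD45− library of animal 1, 4, 5 or 7. Fn1 was lower in CD45+ cells, against 95660 ± 11600 normalised counts in CD45− cells (ratio 0.181, exact permutation p = 0.00794). Thbs1 was higher, against 2481 ± 654 (ratio 2.36, exact permutation p = 0.0317, and 0.0635 adjusted over the 6 comparisons). Without any one of the CD45− libraries this p rose to 0.0556 to 0.0714, and without any one of the CD45+ libraries it was 0.00794 to 0.0397. By edgeR the log2 fold change of Thbs1 was 1.24 (adjusted p = 0.00746), and 0.90 without the CD45+ library of animal 1. Because both gates come from one animal, a sign-flip test within animals was also run. Its smallest p for 5 pairs is 0.0625, so it cannot pass 0.05. The paper states that of these genes Arg1 alone marked immune cells.

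**Figure D2:**
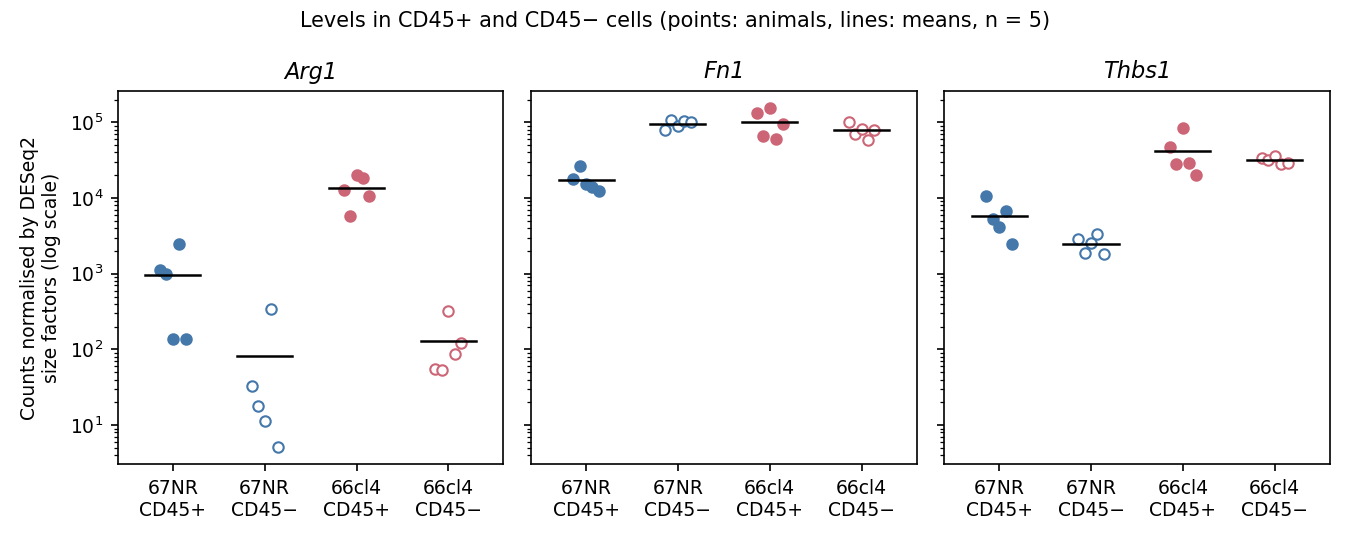
Counts normalised by DESeq2 size factors (vertical log axis) of Arg1, Fn1 and Thbs1 in CD45+ and CD45− cells of 67NR and 66cl4 tumours. Each point is 1 animal and lines mark the means of 5; Arg1 in 66cl4 CD45+ cells lies between 5826 and 20140, above every other group, while Fn1 and Thbs1 overlap between the gates of 66cl4 tumours.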

Arginase 1 (ARG1) catalyses the hydrolysis of l-arginine and decreases l-arginine levels in the TME [25]. l-arginine is essential for lymphocyte activation, and its depletion suppresses anti-tumour responses in these cells [25]. Although the immunosuppressive role of ARG1 is well established, its role as a marker of pro-metastatic immune cells, with its differential gene or protein expression in metastatic vs non-metastatic tumours, has not been extensively studied. Therefore, to explore the use of ARG1 as a pro-metastatic marker and go beyond its immunosuppressive role, we characterised the *Arg1* gene and ARG1 protein expression, as well as its cellular source and activity in metastatic and non-metastatic tumours.

### ARG1 gene and protein are differentially expressed in metastatic and non-metastatic tumours

Using qRT-PCR and western blotting of tumour lysates, we confirmed elevated *Arg1* mRNA and ARG1 protein levels in metastatic 66cl4 tumours compared to those in non-metastatic tumours (Fig. 2A, B). To evaluate the spatial distribution of *Arg1* mRNA and ARG1 protein, we performed in situ hybridisation and immunohistochemistry on paraffin-embedded tumour tissue sections. Figure 2C, D and Additional file 1: Fig. S2A, B show representative images of *Arg1* mRNA-containing cell distribution in 67NR and 66cl4 tumours. In line with the RNA sequencing-based data, *Arg1* mRNA-containing cells were abundant in the 66cl4 tumours. Strikingly, positive cells were typically localised in the tumour periphery. The few *Arg1* mRNA-positive cells we observed in 67NR tumours, were also localised in the periphery (Fig. 2C, D and Additional file 1: Fig. S2A, B). Consistently, ARG1 protein-positive cells were more abundant in 66cl4 tumours. Although these cells displayed a similar tumour peripheral distribution as *Arg1* mRNA-containing cells (Fig. 2E, F and Additional file 1: Fig. S2C, D), the ARG1 protein-containing cells also infiltrated deeper into the tumour core (Fig. 2D, F and Additional file 1: Fig. S2D, F). At the cellular level, ARG1 protein appeared to be cytoplasmic and homogeneously distributed around the nucleus (Fig. 2E, F and Additional file 1: Fig. S2E, F). The ARG1 protein-positive cells infiltrating the 66cl4 tumour were relatively large and displayed an elongated or stellate shape with long cytoplasmic extensions (Additional file 1: Fig. S2E, F). Conversely, ARG1-positive cells in 67NR were smaller and had a round morphology. Therefore, the ARG1-containing cells in the two tumours appear to be different types of cells and may indicate an additional role for this protein in these tumours.

**Fig. 2:**
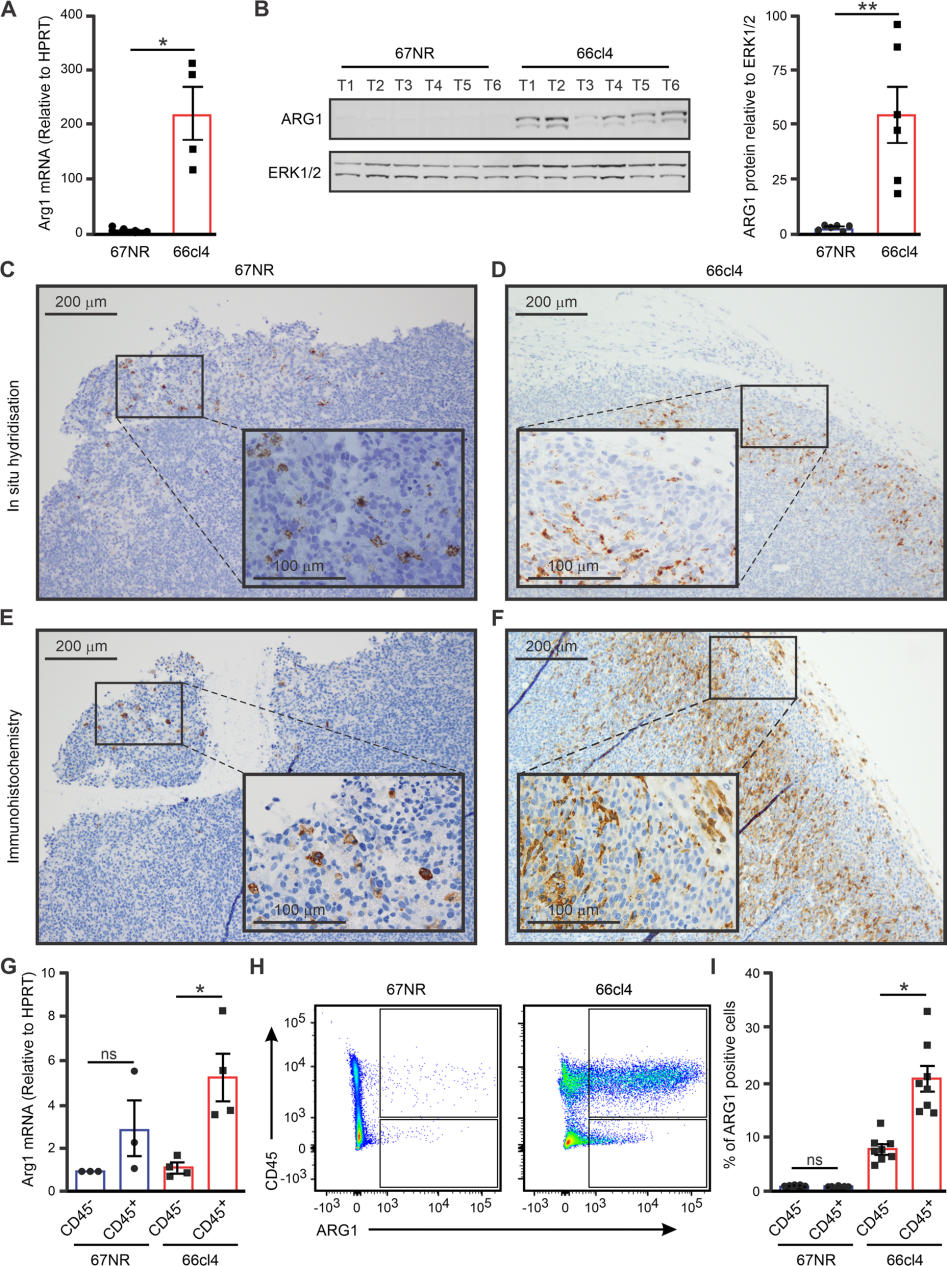
Arginase 1 gene and protein expression in the whole tumour and single cells**.** This figure shows that arginase mRNA and protein were expressed at much higher levels in metastatic than non-metastatic tumours. **A** *Arg1* mRNA levels in 67NR (N = 5) and 66cl4 (N = 5) tumours were measured using qRT-PCR. **B** Immunoblots of the ARG1 protein and ERK1/2 (loading control) in 67NR (N = 6) and 66cl4 (N = 6) tumours. **C**–**F** Representative images of in situ hybridization (**C**, **D**) and immunohistochemistry (**E**, **F**) showing the spatial distribution of *Arg1* mRNA and ARG1 protein in 67NR and 66cl4 tumours. The panels show representative images at 100X magnification, and the inset shows images at 400X magnification. **G**–**I** *Arg1* mRNA and ARG1 protein levels were significantly higher in CD45^+^ immune cells than in CD45^−^ non-immune cells from 66cl4 tumours than in CD45^+^ and CD45^−^ cells from 67NR tumours. **G** *Arg1* mRNA level in CD45^+^ and CD45^−^ from 67NR (N = 4) and 66cl4 (N = 4) tumours. **H** Representative flow cytometry plots showing CD45 vs ARG1 protein in single cells from 66cl4 and 67NR tumours. **I** Percentage of ARG1 positive CD45^+^ and CD45^−^ cells in 67NR (N = 7) and 66cl4 (N = 8) tumours. Values are presented as mean ± SEM and each data point represents a single animal. Statistical significance was determined using the Mann–Whitney test (*p < 0.05, **p < 0.005)

ARG1-containing cells show a heterogeneous morphology, indicating that ARG1 can be expressed in different cell types, such as immune cells (macrophages, neutrophils, and other myeloid cells) or non-immune cells (fibroblasts and endothelial cells). Therefore, we assessed ARG1 protein expression in sorted CD45^+^ and CD45^−^ cells from 67NR and 66cl4 tumours. Consistent with the mRNA-based results (Fig. 2G), ARG1 protein expression was associated with CD45^+^ cells and was significantly elevated in 66cl4 tumours (Fig. 2H, I and Additional file 1: Fig. S3A). These results suggest that metastatic mouse breast primary tumours contain significantly higher levels of Arg1 mRNA and ARG1 protein-containing immune cells than non-metastatic ones. Hence, these cells may be a potential marker for an immune phenotype associated with metastatic tumours.

### ARG1-positive immune cells are mainly CD11^+^/Ly6G intermediate myeloid cells

In metastatic 66cl4 tumours, ARG1 is predominantly expressed by infiltrating immune cells. To further identify the ARG1-positive immune cells, surface marker CD11b was stained to distinguish between myeloid (CD11b^+^) and lymphoid (CD11b^−^) cells. In both the tumours, lymphoid cells contributed to 1.5% of all ARG1-positive cells and expressed relatively low levels of ARG1. This suggested that lymphoid cells were not the primary source of ARG1. In contrast, 60% of myeloid cells in 66cl4 tumours and less than 2% in 67NR tumours expressed high levels of ARG1 (Fig. 3A, B and Additional file 1: Fig. S3B), indicating that myeloid cells are the main source of ARG1 in metastatic tumours.

**Fig. 3:**
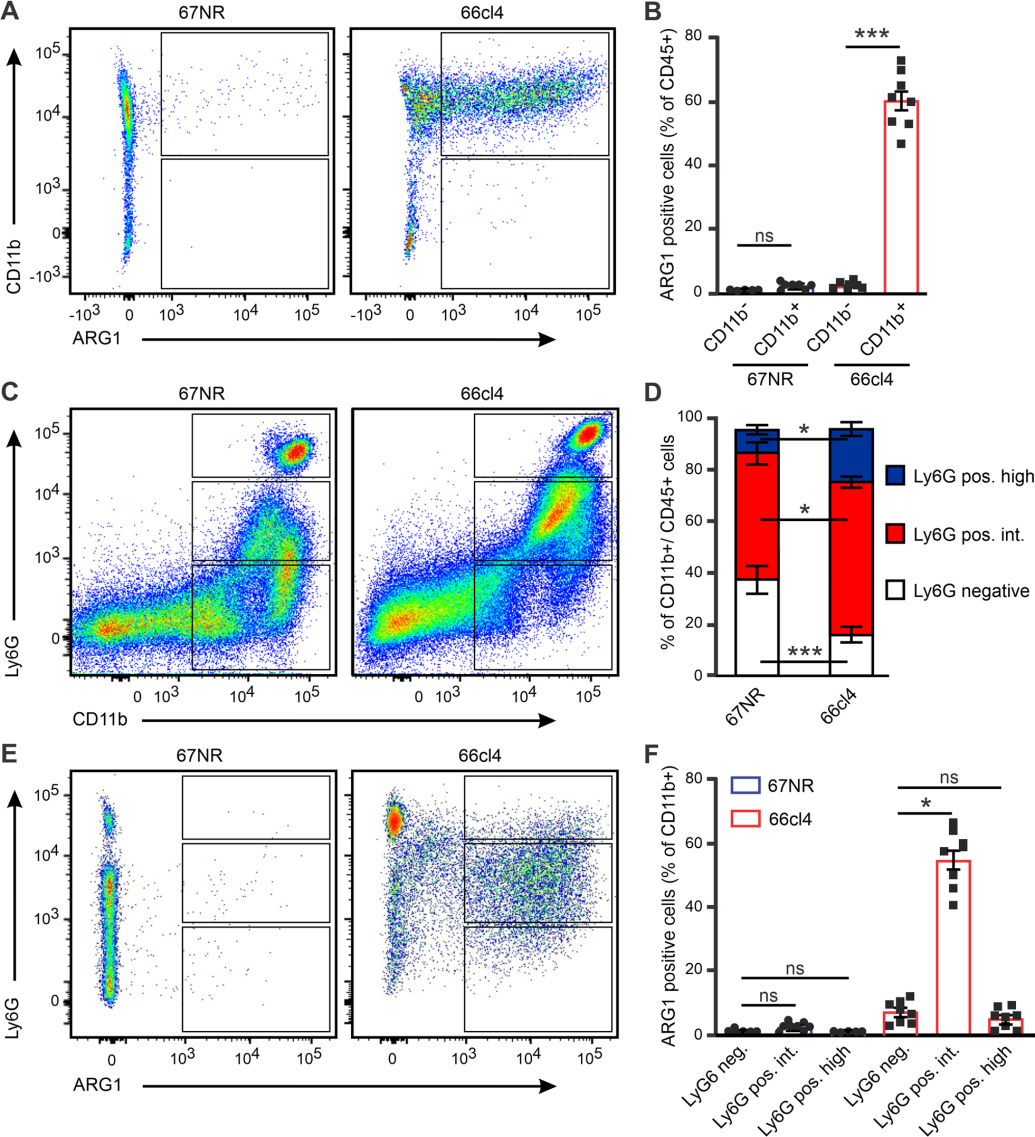
ARG1-positive myeloid cells are mainly a Ly6G intermediate population. **A** Representative flow cytometry plot to visualize ARG1 vs myeloid marker CD11b, in single cells suspension. **B** Flow cytometry-based quantification of the percentage of ARG1-positive in CD11b^+^ and CD11b^−^ cells (67NR N = 7, 66cl4 N = 8). **C** Representative flow cytometry plot to visualize the differential frequencies of CD11b vs Ly6G cells. **D** Flow cytometry-based quantification of the percentages of Ly6G negative, Ly6G positive intermediate and Ly6G positive high cells in the CD11b^+^ subset in 67NR (N = 11) and 66cl4 (N = 13) tumours. **E** Representative flow cytometry plot to visualize ARG1 vs Ly6G. **F** Flow cytometry-based quantification as ARG1-positive  cells (% of CD11b^+^ cells) in the three Ly6G populations (67NR N = 8, 66cl4 N = 10)

Next, we used Ly6G surface expression, in CD11b^+^ cells, to differentiate neutrophils (CD11b^+^/Ly6G^+^) from monocytes/tissue-resident macrophages (CD11b^+^/Ly6G^−^) [26]. As expected, we identified three populations based on Ly6G expression: mature neutrophils with high Ly6G expression levels; presumably immature neutrophils, and other myeloid cells with intermediate Ly6G expression; and monocytes or tissue-derived macrophages with no Ly6G expression (Fig. 3C, D and Additional file 1: Fig. S4). CD45^+^/CD11b^+^ cells in 67NR tumours were mainly composed of Ly6G^−^ cells (monocytes/tissue macrophages) with a smaller fraction being Ly6G^+^ intermediate, while in 66cl4, the largest portion of CD45^+^/CD11b^+^ cells were Ly6G^+^ intermediate with a smaller fraction being Ly6G^+^ high (mature neutrophils).

To assess which cell types were present in the Ly6G negative and intermediate subsets, we used Ly6C and F4/80 surface markers to differentiate infiltrating from tissue-resident macrophages (Additional file 1: Fig. S5). In both tumours, the largest portion of the Ly6G^−^ subset was composed of Ly6C^−^/F4/80^−^ cells (myeloid-derived cells). The Ly6G^+^ intermediate subset was markedly different between the two tumours. In 67NR tumours, this subset was composed of Ly6C^−^ /F4/80^+^ cells (tissue-resident macrophages), with a smaller fraction being Ly6C^−^ F4/80^−^ cells. In 66cl4 tumours, this subset contained a significantly higher level of Ly6C^−^ F4/80^-^ cells and only half the amount of L6C^−^ F4/80^+^ cells as compared to 67NR tumours. Ly6G^+^ high cells were predominantly mature neutrophils in both tumours.

Next, we assessed ARG1 expression in the different Ly6G subsets. In 67NR tumours, only 3% of the Ly6G^+^ intermediate and negative subsets, and less than 1% of Ly6G^+^ high cells were ARG1 positive (Fig. 3E, F and Additional file 1: Fig. S6). In contrast, 40–60% of Ly6G^+^ intermediate cells and 5–11% of Ly6G^−^ and Ly6G^+^ high cells were positive for ARG1 in 66cl4 tumours, suggesting that ARG1 is a marker for a subpopulation of myeloid cells with intermediate Ly6G expression.

### ARG1-positive myeloid cells are found mainly inside the tumours

Previous reports have shown that tumour development is associated with an increase in immature and immuno-suppressive myeloid cells in the bone marrow (BM) and peripheral lymphoid organs of both cancer patients and tumour-bearing mice [27]. These suppressive cells are recruited to the tumour, where they dampen the anti-tumour response, or may migrate to sites of metastasis, where they help establish metastatic niches [28]. Since we found high levels of myeloid cells containing ARG1 in the metastatic tumour, we analysed the cells isolated from the BM, spleen, blood, and lungs for the presence of these cells. Flow cytometry of single-cell suspensions was used to score CD11b^+^/Ly6G^+^ intermediate and ARG1 positive cells from different organs of control and tumour-bearing mice. Given the difference in infiltrating myeloid cells between 67NR and 66cl4 tumours, it was surprising to find no significant difference in the frequency of CD11b^+^/Ly6G^+ ^intermediate or other myeloid cells in any organ (Additional file 1: Fig. S7A). Next, we analysed the presence of ARG1 positive myeloid cells. The only significant finding was a two-fold increase in the level of ARG1 containing myeloid cells in the lungs of 66cl4 tumour-bearing mice (Additional file 1: Fig. S7B and Table S3).

### ARG1 activity is increased in tumour and plasma samples from metastatic tumour-bearing mice

Our results demonstrate that *Arg1* mRNA and ARG1 protein expression predominantly occurs in myeloid cells with Ly6G^-^ and Ly6G^+^ intermediate expression associated with metastasis-able 66cl4 primary tumours. Besides being a marker of immune cells, elevated ARG1 levels may have functional consequences in the TME [25]. The enzymatic function of ARG1 is to catalyse the hydrolysis of l-arginine to L-ornithine and urea. Therefore, we performed mass spectrometry analysis to determine arginine and ornithine levels in metastatic and non-metastatic tumour samples. Strikingly, arginine levels were significantly lower (Fig. 4A), and ornithine levels were markedly higher in primary tumours formed by 66cl4 cells than in 67NR cells (Fig. 4B). The low arginine:ornithine ratio suggests elevated ARG1 enzymatic activity in 66cl4 tumours (Fig. 4C).

**Fig. 4:**
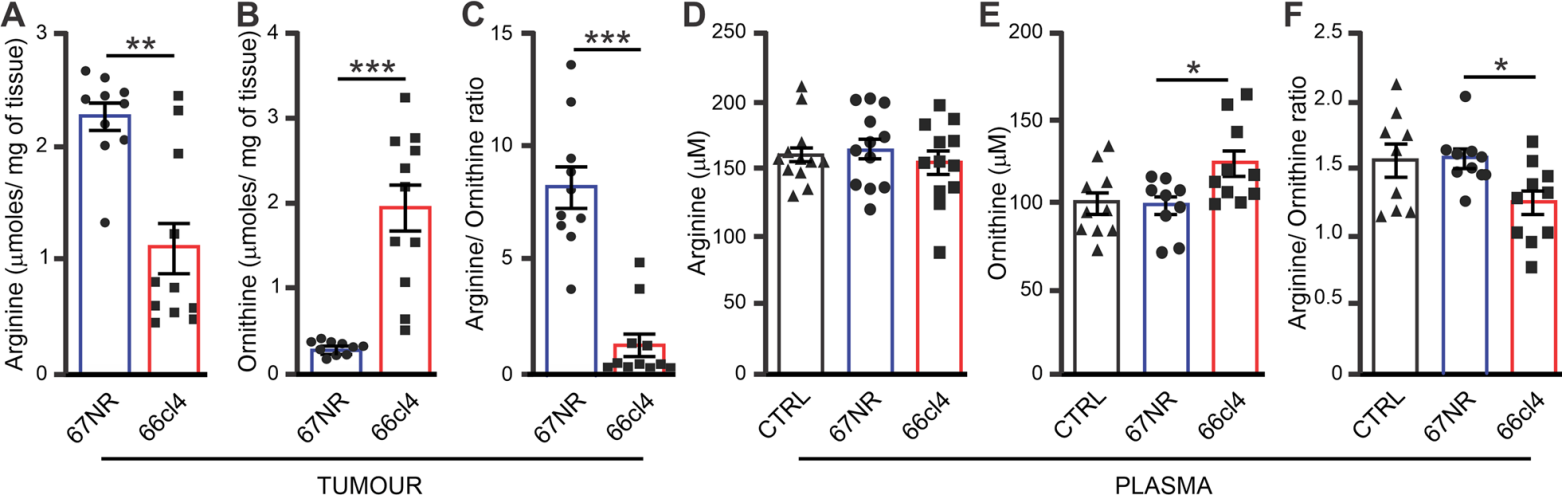
ARG1 activity in tumours and plasma. **A**–**C** Graphical representation of arginine (**A**) and ornithine (**B**) levels in tumour in µmol/mg of tissue, as measured by mass spectrometry. (**C**) The ratio of arginine to ornithine. Bars represent the mean ± SEM, and each data point represents a single tumour (67NR N = 10, 66cl4 N = 11). Statistical significance was determined using the Mann–Whitney test. *p < 0.05, **p < 0.005, ***p < 0.0005. **D**–**F** show the levels of arginine (**D**) and ornithine (**E**) in µM in plasma, while (**F**) shows the ratio of arginine to ornithine in plasma. Bars represent mean ± SEM and each data point represents a single animal (control N = 12, 67NR N = 12, 66cl4 N = 12). Statistical significance was determined using the Mann–Whitney test. *p < 0.05, **p < 0.005, ***p < 0.0005

In humans, the ARG1 protein is enriched in the azurophilic granules of neutrophils, which are released during cell activation [29]. We hypothesised that in our mouse model, ARG1 could also be released from tumour-infiltrating immune cells and leaked into the plasma, affecting arginine levels systemically. To test our hypothesis, we quantified the ARG1 protein levels in plasma from healthy and tumour-bearing mice using ELISA. ARG1 protein levels were significantly higher in the plasma of mice bearing 66cl4 tumours compared to plasma from healthy and 67NR tumour-bearing mice (Additional file 1: Fig. S8). In contrast to the intra-tumoural levels of arginine, the plasma levels of this amino acid were similar in healthy and tumour-bearing mice (Fig. 4D). However, ornithine levels were higher in plasma from 66cl4 mice than in the plasma from 67NR tumour-bearing mice (Fig. 4E). The resulting decrease in the arginine to ornithine ratio in the plasma of 66cl4 tumour-bearing mice (Fig. 4F) suggested an increase in arginase activity in the plasma of 66cl4 tumour-bearing mice.

### Significant associations of ARG1-positive cells with clinic pathological factors in human breast cancer

To assess the translational value of our findings from mice to humans, we performed IHC for ARG1 in 487 primary breast cancer tumours, including luminal A, luminal B (HER2^−^), luminal B (HER2^+^), HER2 type, 5NP, and the basal phenotype (BP). Table 1 shows the patient and tumour characteristics of the study population. The mean age at diagnosis was 75.8 years, and the mean follow-up time after diagnosis was 9.1 years. By the end of follow-up, 166 (34%) women had died from breast cancer, and 274 (56%) had died from other causes.

**Table 1:** Study population characteristics according to presence of  ≥ 10 infiltrating ARG1-positive cells per 1 mm tissue core.

	Study population	Infiltration of ≥ 10 ARG1-positive cells		
		No	Yes	p-value (χ^2^)
N (%)	487	454 (93)	33 (7)	
Mean age at diagnosis, years (SD)	75.8 (8.5)	75.9 (8.5)	74.6 (9.1)	
Mean follow-up after diagnosis, years (SD)	9.1 (7.0)	9.2 (7.0)	8.3 (8.1)	
Deaths from BC (%)	166 (34)	152 (33)	14 (42)	
Deaths from other causes (%)	274 (56)	260 (57)	14 (42)	
Grade (%)				
I	54 (11)	52 (11)	2 (6)	0.005
II	277 (57)	265 (59)	12 (36)	
III	155 (32)	136 (30)	19 (58)	
Lymph node metastasis (%)				
Yes	167 (34)	154 (34)	13 (39)	0.2
No	218 (45)	208 (46)	10 (30)	
Unknown histology	102 (21)	92 (20)	10 (30)	
Molecular type (%)				
Luminal A	259 (53)	247 (55)	12 (36)	< 0.001
Luminal B (HER2^−^)	115 (24)	11 (24)	5 (15)	
Luminal B (HER2^+^)	36 (7)	34 (8)	2 (6)	
HER2 type	27 (6)	21 (5)	6 (18)	
5NP	12 (2)	11 (2)	1 (3)	
BP	36 (7)	29 (6)	7 (21)	
Histologic subtype (%)				
Ductal (NOS)	341 (70)	321 (71)	20 (61)	0.03
Lobular	63 (13)	61 (13)	2 (6)	
Other	83 (17)	72 (16)	11 (33)	
ER status (%)				
< 1	70 (14)	58 (13)	12 (36)	0.004
≥ 1, < 10	17 (3)	15 (3)	2 (6)	
≥ 10, < 50	22 (5)	20 (4)	2 (6)	
≥ 50, < *9*0	63 (13)	58 (13)	5 (15)	
≥ 90	313 (64)	301 (66)	12 (36)	
Unknown	2 (0)	2 (0)	0 (0)	
Ki67 high/low (%)				
Ki67 < 15%	293 (60)	280 (62)	13 (39)	0.04
Ki67 ≥ 15%	192 (39)	172 (38)	20 (61)	
Mitoses/10 HPF, median (IQR p25, p75)	5 (1, 12)	5 (1, 1)	12 (4, 20)	
Mitoses/10 HPF, quartiles (%)				
≤ 1 cm	128 (26)	123 (27)	5 (15)	< 0.001
> 1, ≤ 5	131 (27)	126 (28)	5 (15)	
> 5, ≤ 12	117 (24)	107 (24)	10 (30)	
> 12	111 (23)	98 (22)	13 (39)	

N, number of patients; SD, standard deviation; BC, breast cancer; ER, estrogen receptor; HER2, human epidermal growth factor receptor 2; 5NP, 5 negative phenotypes; BP, basal phenotype; HPF, high-power field; IQR, interquartile range

ARG1-positivity was defined as granular cytoplasmic staining of ≥ 10 infiltrating polymorphonuclear cells per 1 mm tissue core and was observed in 33/487 (7%) cases. There was no evidence of ARG1 expression in epithelial tumour cells (Fig. 5A).

**Fig. 5:**
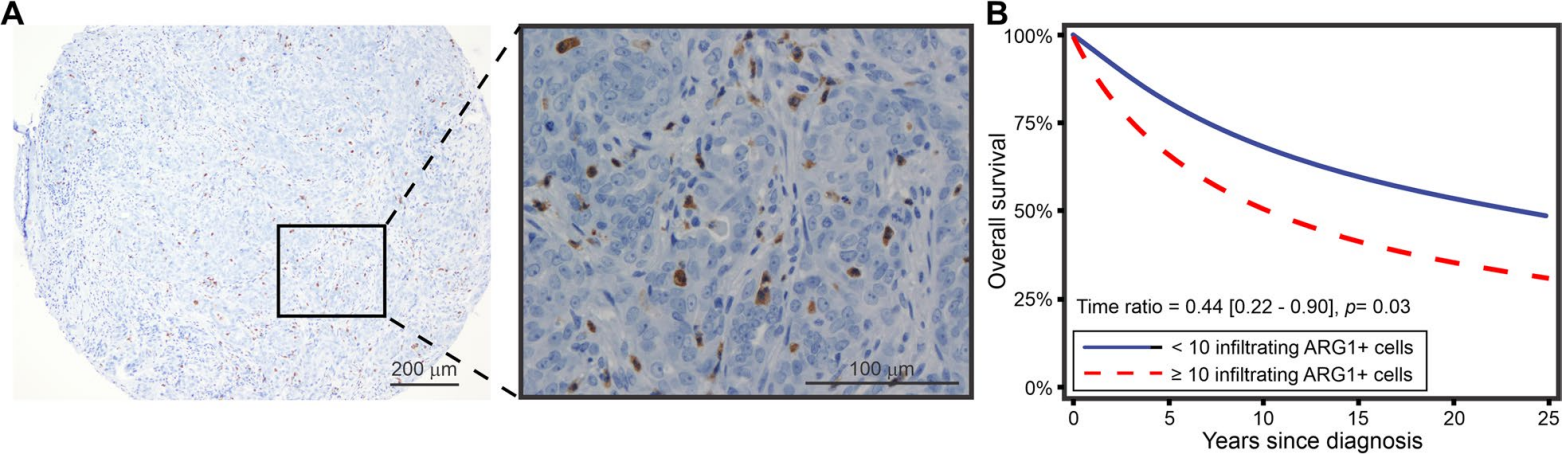
Immunohistochemistry of human breast cancer TMA (N = 487) and survival curve. **A** shows a representation of ARG1-positive cells' spatial distribution at 100X magnification. The picture to the right shows a zoom-in of the ARG1 positive staining at 400X magnification, which was observed as granular and cytoplasmic staining inside of polymorphonuclear cells. No cancer cells showed positive for ARG1 staining. **B** Survival curve analysis showing that a high infiltration of ARG1-positive cells was associated with lower breast cancer-specific survival. Patients were divided into two categories: < 10 and ≥ 10 ARG1 positively stained cells

### ARG1 and histopathological grade and type

ARG1-positivity was associated with a high histopathological grade. Of the 33 ARG1-positive tumours, 2/33 (6%) were grade 1, 12/33 (36%) were grade 2, and 19/33 (58%) were grade 3 (p = 0.005). A greater proportion of ARG1-positive tumours was observed among special types of breast cancer than among ductal and lobular types (p = 0.03) (Table 1).

### ARG1 and molecular subtypes

ARG1-positive tumours (≥ 10 cells) were observed among all molecular subtypes. Most ARG1-positive cases were found among the luminal subtypes (12/259 (4%) luminal A, 5/115 (4%) luminal B (HER2^−^), and 2/35 (6%) luminal B (HER2^+^). However, the proportion of ARG1-positive cases was more significant among the non-luminal cases, where ARG1-positive cases were found in the HER2 type 6/27 (22%), 5NP 1/12 (8%), and BP 7/36 (19%) (p < 0.001) (Table 1).

### ARG1 and proliferation

The presence of 10 or more ARG1-positive cells was associated with increased proliferation. A total of 20/33 (61%) ARG1-positive tumours were found among the Ki67 high tumours (p = 0.04). ARG1-positive tumours were also found primarily in the upper quartiles of mitotic counts per high-power field, with 10/33 (30%) of the tumours having mitotic counts per HPF in the 3rd quartile and 13/33 (39%) with mitotic counts per HPF in the 4th quartile (p < 0.001) (Table 1).

### ARG1 and survival

The relative prognoses of cases with < 10 and ≥ 10 ARG1 positive cells were estimated using a log-normal accelerated failure time model. Women with ARG1-positive tumours had a significantly lower estimated survival time from diagnosis than women with ARG1-negative tumours (Fig. 5B). The time ratio for this variable was calculated to be 0.44 (95% CI 0.22–0.90), meaning that the average estimated lifespan of the ARG1-positive group from the time of diagnosis was only 44% of that of the ARG1-negative group. As shown in Additional file 1: Table S4, this time ratio remained significantly different from 1 when adjusted for age and histological subtype, but not when adjusted for grade, molecular subtype or Ki67 status.

## Discussion

Despite the critical role of myeloid cells in metastasis [8, 10, 11], their use as prognostic markers and therapeutic targets has been limited by their high level of heterogeneity. Hence, it is necessary to generate more insights into their functional diversity to understand how these cells contribute to metastasis. To address this, we compared non-metastatic 67NR and metastatic 66cl4 tumours from the immunocompetent 4T1 mouse breast cancer model, which enabled us to identify immune functions unique to the metastatic tumour. Our results show, for the first time, that ARG1 is predominantly expressed by myeloid cells in metastatic tumour but not in non-metastatic ones. Moreover, in human breast cancer patients a higher number of ARG1-positive infiltrating cells was associated with a high histopathological grade and proliferation.

We identified the ARG1-positive myeloid cells as Ly6G-intermediate immature neutrophils [30, 31] and monocytes [32]. It has been shown that immature neutrophils can infiltrate tumours [30, 33], and their levels in tumours correlate with tumour burden [30, 34]. However, Ly6G is also transiently expressed by monocytes during their development in the bone marrow [32], which can be recruited prematurely to the tumour [35]. Taking these results into account, we ascertain ARG1 is expressed by a heterogenous group of myeloid cells in metastatic 66cl4 tumours. Previously, ARG1 expression has been linked to tumour-associated myeloid cells, independently of the metastatic potential of the tumour [36–40]. Our work provided new insights by showing that ARG1-positive myeloid cells were abundant in metastatic tumours and rare in non-metastatic ones.

Interestingly, we found elevated levels of ARG1-positive myeloid cells predominantly inside the metastatic tumour, consistent with previous reports showing similar results in 4T1 [36] and PyMT-BO1 [40] metastatic breast tumours as well as colon carcinoma, lymphoma and melanoma [37] and glioma [41] mouse models. Since we found no immune cells with elevated ARG1 expression in the bone marrow or blood, we hypothesize that ARG1 expression was induced by local factors after tumour infiltration. This is in line with extensive evidence showing that intra-tumoral ARG1 expression can be induced by tumour secretome [41] especially; cytokines, growth factors, and hypoxia [40, 42]. Although cells positive for Arg1 mRNA and ARG1 protein predominantly localised in the tumour periphery, the deeper infiltration of ARG1 protein containing cells may suggest involvement of various cell types or cells of different maturation/activation stage. Further studies are needed to establish where, when and, in response to what signal the infiltrating myeloid cells induce the expression of ARG1.

We found a small number of ARG1 protein positive cells in the lungs of metastatic tumour-bearing mice, which could indicate early migration of these cells from the tumour to establish the pre-metastatic niche. Our results suggest that once Ly6G intermediate cells are released from the bone marrow or spleen, they rapidly migrate to the tumour where ARG1 expression is induced. Then, some ARG1-positive cells may leave the tumour and migrate to the lungs. It is well-known that neutrophils and other myeloid suppressive cells are essential for establishing metastatic niches [28, 43]. In addition, neutrophils can reach the tumour and return to circulation [44] through reverse migration, which has been proposed as a mechanism used by neutrophils to promote metastasis [45]. So, ARG1-positive cells observed in the lungs may be myeloid cells that migrate from the tumour, and they are presumably indicative for early steps in the metastatic process.

In humans, high ARG1 expression and activity have been reported in many cancers, often associating a high ARG1 expression with poor prognosis [46–49]. However, in those studies, high level of ARG1 was attributed to the whole tumours, requiring further investigations to determine ARG1-positive cell type and prognostic value of infiltrating ARG1-positive cells. To address the value of ARG1-positive cells as prognostic markers in breast cancer patients, we performed IHC on 487 biopsies. Our results showed that ARG1 protein was not expressed by cancer cells, but by cells with an appearance consistent with tumour-infiltrating immune cells. Additionally, while ARG1 positive cells were observed in all molecular subtypes, they were present at significantly higher levels in HER2 type and basal phenotype (BP), in line with our findings in the mouse preclinical model. HER2 [50] and BP [51] are fast-growing tumours that metastasize more readily than other tumour subtypes, suggesting an association between ARG1-positive cells and high grade and proliferation. Interestingly, a recent study investigating the presence of S100A8-positive tumour-infiltrating neutrophils in the same breast cancer patient cohort shows no association between a high number of S100A8-positive cells and unfavorable patient prognoses [52]. Together, these studies indicate that markers distinguishing immune cell populations alone may not be reliable markers for prognosis, while employing markers that reveal the biological function of these cells may be advantageous.

In our study, we used a homogeneous and well-described patient population, many of whom did not receive standard treatment for breast cancer because of the time or age at diagnosis. This allowed us to study this biomarker in the near-natural disease course after surgery. However, some limitations of this study include that only tissue samples from the tumour periphery were analysed, which could introduce a sample bias due to tumour heterogeneity. At the same time, the edge is the proliferative area of the tumour, and ARG1-positive cells are associated with proliferation. In addition, the patient group had a relatively high age at diagnosis. Since luminal tumours are more common among older women, the proportion of non-luminal tumour types is lower than expected in the population at large. Our results suggest that the infiltration of ARG1-positive cells is an independent prognostic biomarker for poor overall survival in human breast cancer.

## Conclusions

In our pursuit to understand the role of myeloid cells in metastatic breast cancer, we found an association between the presence of infiltrating ARG1-positive myeloid cells and aggressive tumour features in both breast cancer mouse models and patients. In addition, we demonstrated the translational potential of ARG1-positive cells as a prognostic marker for determining patient outcomes. Future research would focus on gaining deeper mechanistic insights into how metastatic tumours module myeloid cells' phenotype and how ARG1-positive myeloid cells influence tumour progression and response to anti-cancer therapies. Importantly, we would need to extend this study's results to a bigger cohort of cancer patients to validate ARG1-positive cells as a marker of an immunosuppressive tumour microenvironment. In the future, it could guide the clinical decision-making processes during cancer patients’ treatment and lead to the development of complementary therapies targeting the immunosuppressive function of myeloid cells.

### Supplementary Information

**Additional file 1:** **Figure S1.** **A** Principal component analysis (PCA) of the RNA-sequencing of CD45^+^ and CD45^−^ sorted cells from 67NR and 66cl4 tumours (N = 5). **B** Volcano plot of 67NR CD45^+^ cells vs 66cl4 CD45^+^ cells showing the differential genes expression (N = 5). **C** Gene ontology Molecular function analysis of the top 500 overexpressed genes in 66cl4 CD45^+^ indicates a significant association of these genes with CXC chemokine receptor activity and cytokines binding. **D** Gene ontology Cellular component analysis of the top 500 overexpressed genes in 66cl4 CD45^+^ shows a strong association of these genes with extracellular space and the external side of the plasma membrane. **Figure S2.** Arginase gene and protein expression at 2.5X and single cells at 400X. **A**–**D** show a representative image of in situ hybridisation (**A**, **B**) and immunohistochemistry (**C**, **D**). The spatial distribution of ARG1 gene and protein in 67NR and 66cl4 tumours is shown at 2.5X magnification. It shows the difference in ARG1 mRNA and protein abundance and distribution in 67NR and 66cl4 tumours. **E**, **F** show a representative image of ARG1 protein by IHC at 400X magnification, and the panel to the right shows a zoom-in of the ARG1-positive cell. **Figure S3.** Flow cytometry gating strategies on dissociated tumours and organs to identify ARG1-positive cells. To investigate the source of ARG1 in 67NR and 66cl4 tumours, antibodies mentioned in Materials and Methods were used. Forward/side angle light scatter (FSCA/SSC-A) was used to exclude debris, followed by a forward scatter height (FSC-H)/forward scatter area (FSC-A) to exclude doublets and Zombie Aqua (live dead marker)/FSC to exclude dead cells. **A** Gating strategy to identify ARG1-positive cells in immune and non-immune populations. The single and live cells were plotted for ARG1 vs CD45 (immune cell marker) to identify if immune (CD45^+^) or nonimmune (CD45^−^) cells were the primary source of ARG1. **B** Gating strategy to identify ARG1-positive immune cells. Single/live cells were plotted for CD45 vs FSC to distinguish between immune (CD45^+^) and non-immune (CD45^−^) cells. Further, the immune cells were plotted for ARG1 vs CD11b (myeloid cell marker) to identify if myeloid (CD11b^+^) or lymphoid (CD11b^-^) cells were the primary ARG1 source. FMOs were used to gate positive populations. **Figure S4.** Flow cytometry gating strategies on dissociated tumours/organs to identify immune subpopulations. Gating strategy to assess myeloid cell subpopulations in tumours. The resulting population of single, live cells were plotted for CD45 (immune cell marker) to distinguish between immune (CD45^+^) and non-immune (CD45^−^) cells. Immune cells were plotted for CD11b vs Ly6G (myeloid cell marker/neutrophil marker) to identify different immune cell populations. The plot revealed three distinct CD11b^+^ cell populations of interest: 1 subset of CD11b^+^/Ly6G^−^ and 2 population subsets of CD11b^+^/Ly6G^+^ cells. The two CD11b^+^/Ly6G^+^ cell populations could be distinguished based on the level of Ly6G as cells with intermediate or high Ly6G expression. These populations were labelled CD11b^+^/Ly6G^−^, CD11b^+^/Ly6G intermediate and CD11b^+^/Ly6G high. **Figure S5.** The frequencies of Ly6C^+^ vs F4/80^+^ cells in the 3 Ly6G populations: Ly6G^−^, LyG6^+^ intermediate, Ly6G^+^ high, in 67NR and 66cl4 tumours. Values are mean ± SEM of at least 3 independent experiments. **Figure S6.** Flow cytometry gating strategies on dissociated tumours and organs to identify ARG1-positive immune subpopulations. Gating approach to identify ARG1 source in CD11b^+^ subsets. Single, live cells were plotted for CD45 (immune cell marker), followed by CD11b (myeloid cell marker). The resulting myeloid cells were plotted for ARG1 vs Ly6G (neutrophils marker) to identify the CD45^+^/CD11b^+^ population source of ARG1. FMOs were used to gate positive populations. **Figure S7.** No elevated levels of ARG1-positive cells were found in blood, bone marrow and spleen in tumour-bearing mice. **A** The myeloid cell population (CD11b^+^) in blood, bone marrow, lung, and spleen have a similar composition based on Ly6G expression level in healthy and tumour-bearing animals. Blood (control mice N = 9, 67NR N = 9, 66cl4 N = 11), bone marrow (control mice N = 6, 67NR N = 6, 66cl4 N = 6), lungs (control mice N = 4, 67NR N = 4, 66cl4 N = 3) and spleen (control mice N = 3, 67NR N = 4, 66cl4 N = 3). Bars represent the mean ± SEM. Statistical analysis was performed using the Kruskal–Wallis test followed by Dunn’s multiple comparisons (ns, p > 0.05; *p < 0.05). **B** Representative flow cytometry plots representing ARG1-positive cells in immune cells (CD45^+^) from blood, bone marrow, lungs, and spleen of healthy and tumour-bearing mice. **Figure S8.** ARG1 protein quantification in plasma by ELISA. Bars represent mean ± SEM, and each data point represents a single animal (control N = 10, 67NR N = 14; 66cl4 N = 14). Statistical significance was determined using one-way ANOVA followed by Kruskal–Wallis test multiple comparisons. **p < 0.005. **Table S1.** Gene Ontology analysis of Biological Process elevated in 66cl4 CD45^+^ cells compared with 67NR CD45^+^ cells. **Table S2.** Fn1, Tnbs1 and Arg1 expression levels as transcripts per million in the CD45^+^ and CD45^-^ cells isolated from 67NR and 66cl4 tumours. **Table S3.** Frequencies of ARG1-positive cells in the blood, bone marrow, lungs and spleen. **Table S4.** Parameter estimates for the log-normal accelerated failure time model, unadjusted and adjusted for other variables.

## Data Availability

The RNA sequencing data are scheduled to be publicly available from February 01, 2024; in the Gene Expression Omnibus (GEO) at GSE211223. The data generated in this study are available from the corresponding authors upon request.

## Abbreviations

5NP: 5 Negative Phenotype
Alox15: Arachidonate 15-lipoxygenase
ARG1: Arginase 1
BP: Basal Phenotypes
CK5: Cytokeratin 5
CXCL3: Chemokine (C–X–C motif) ligand 3
DMEM: Dulbecco's Modified Eagle Medium
EGFR: Epidermal Growth Factor Receptor
ELISA: Enzyme Linked Immunosorbent Assay
ER: Estrogen Receptor
F7: Coagulation factor VII
FCS: Fetal Calf Serum
Fn1: Fibronectin 1
Foxf1: Forkhead Box F1
GO: Gene Ontology
HER2: Human Epidermal growth factor Receptor 2
HRP: Horse Radish Peroxidase
ICB: Immune Checkpoint Blockade
IHC: Immunohistochemistry
Il1a: Interleukin 1 alpha
Il23: Interleukin 23
ISH: In Situ Hybridization
MDSC: Myeloid Derived Suppressor Cells
Nt5e: 5′-Nucleotidase or ecto-5′-nucleotidase
PMN: Polymorphonuclear cells
PR: Progesterone Receptor
Ptgis: Prostaglandin I2 Synthase
RBC: Red Blood Cell
Scara5: Scavenger receptor class A member 5
Serpinb2: Serpin Family B Member 2
Thbs1: Thrombospondin 1
TMA: Tissue Microarrays
TME: Tumour Microenvironment
WBC: White blood cells

# Supplementary material for: Discovery of a new marker to identify myeloid cells associated with metastatic breast tumours
**Source:** Cancer Cell Int. 2023 Nov 18;23:279. doi: 10.1186/s12935-023-03136-w
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. A Principal component analysis (PCA) of the RNA-sequencing of CD45+ and CD45− sorted cells from 67NR and 66cl4 tumours (N = 5). B Volcano plot of 67NR CD45+ cells vs 66cl4 CD45+ cells showing the differential genes expression (N = 5). C Gene ontology Molecular function analysis of the top 500 overexpressed genes in 66cl4 CD45+ indicates a significant association of these genes with CXC chemokine receptor activity and cytokines binding. D Gene ontology Cellular component analysis of the top 500 overexpressed genes in 66cl4 CD45+ shows a strong association of these genes with extracellular space and the external side of the plasma membrane. Figure S2. Arginase gene and protein expression at 2.5X and single cells at 400X. A–D show a representative image of in situ hybridisation (A, B) and immunohistochemistry (C, D). The spatial distribution of ARG1 gene and protein in 67NR and 66cl4 tumours is shown at 2.5X magnification. It shows the difference in ARG1 mRNA and protein abundance and distribution in 67NR and 66cl4 tumours. E, F show a representative image of ARG1 protein by IHC at 400X magnification, and the panel to the right shows a zoom-in of the ARG1-positive cell. Figure S3. Flow cytometry gating strategies on dissociated tumours and organs to identify ARG1-positive cells. To investigate the source of ARG1 in 67NR and 66cl4 tumours, antibodies mentioned in Materials and Methods were used. Forward/side angle light scatter (FSCA/SSC-A) was used to exclude debris, followed by a forward scatter height (FSC-H)/forward scatter area (FSC-A) to exclude doublets and Zombie Aqua (live dead marker)/FSC to exclude dead cells. A Gating strategy to identify ARG1-positive cells in immune and non-immune populations. The single and live cells were plotted for ARG1 vs CD45 (immune cell marker) to identify if immune (CD45+) or nonimmune (CD45−) cells were the primary source of ARG1. B Gating strategy to identify ARG1-positive immune cells. Single/live

## Additional files

### FIGURES

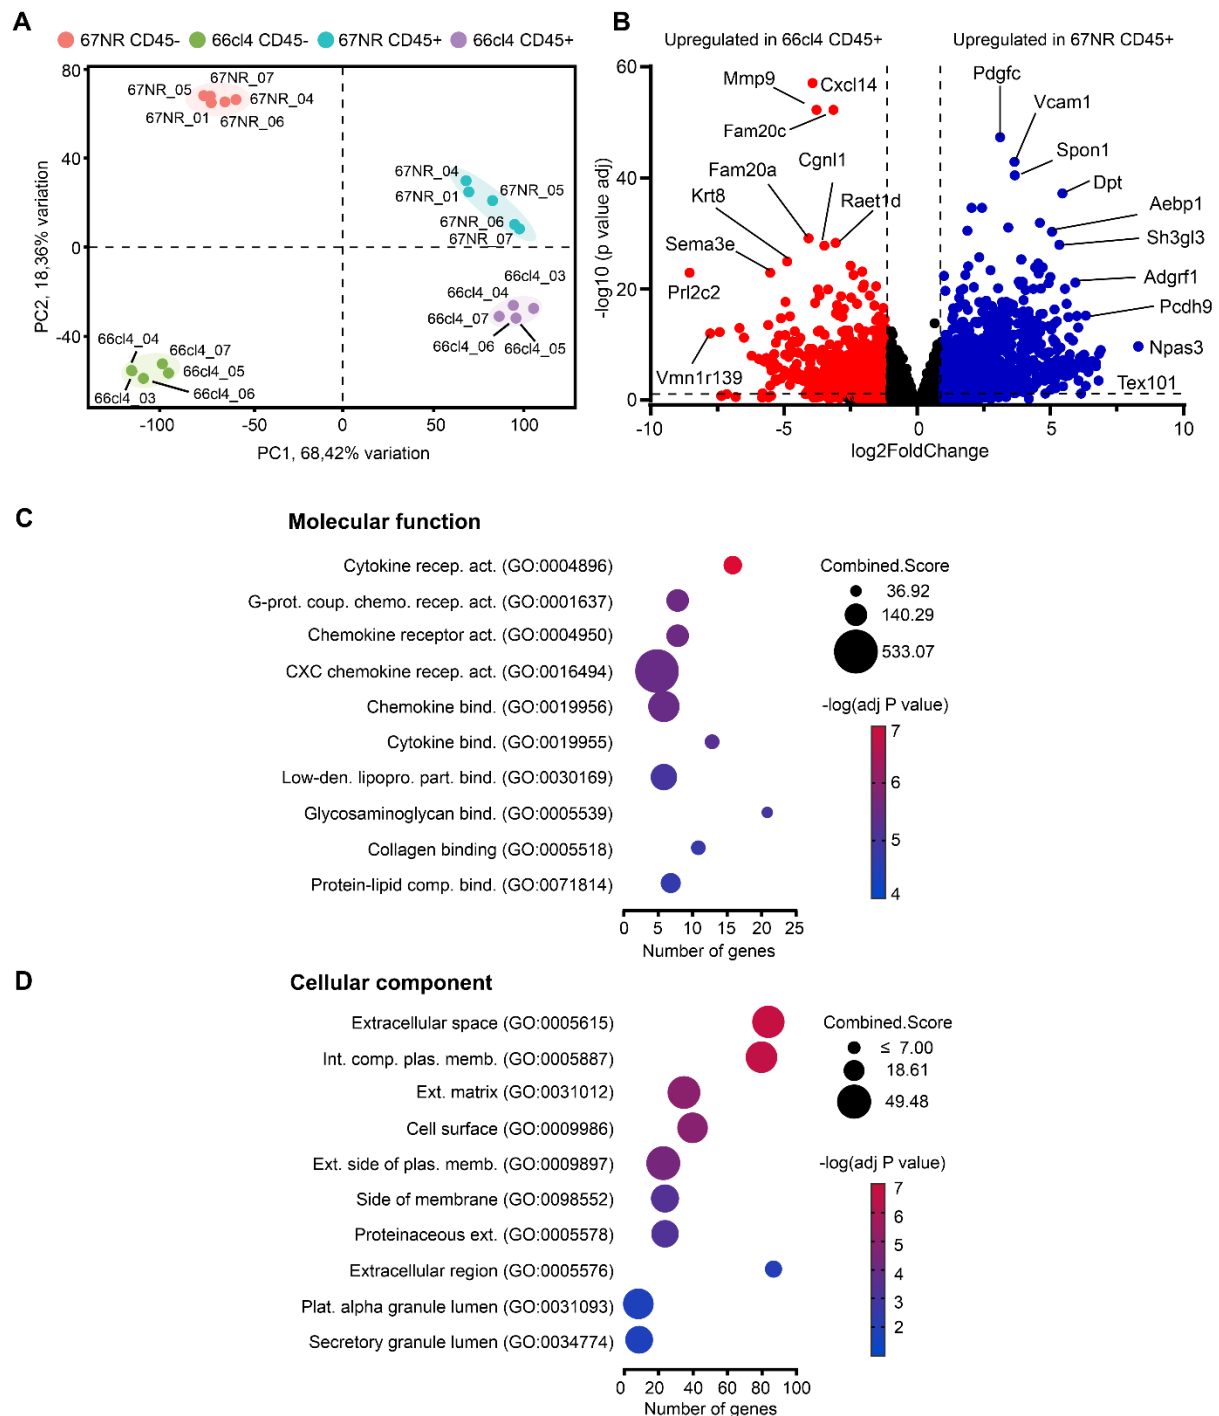

**Figure S1:** A) Principal component analysis (PCA) of the RNA-sequencing of CD45+ and CD45- sorted cells from 67NR and 66cl4 tumours (n=5). B) Volcano plot of 67NR CD45+ cells vs 66cl4 CD45+ cells showing the differential genes expression (n=5). C) Gene ontology Molecular function analysis of the top 500 overexpressed genes in 66cl4 CD45+ indicates a significant association of these genes with CXC chemokine receptor activity and cytokines binding. D) Gene ontology Cellular

component analysis of the top 500 overexpressed genes in 66cl4 CD45+ shows a strong association of these genes with extracellular space and the external side of the plasma membrane.

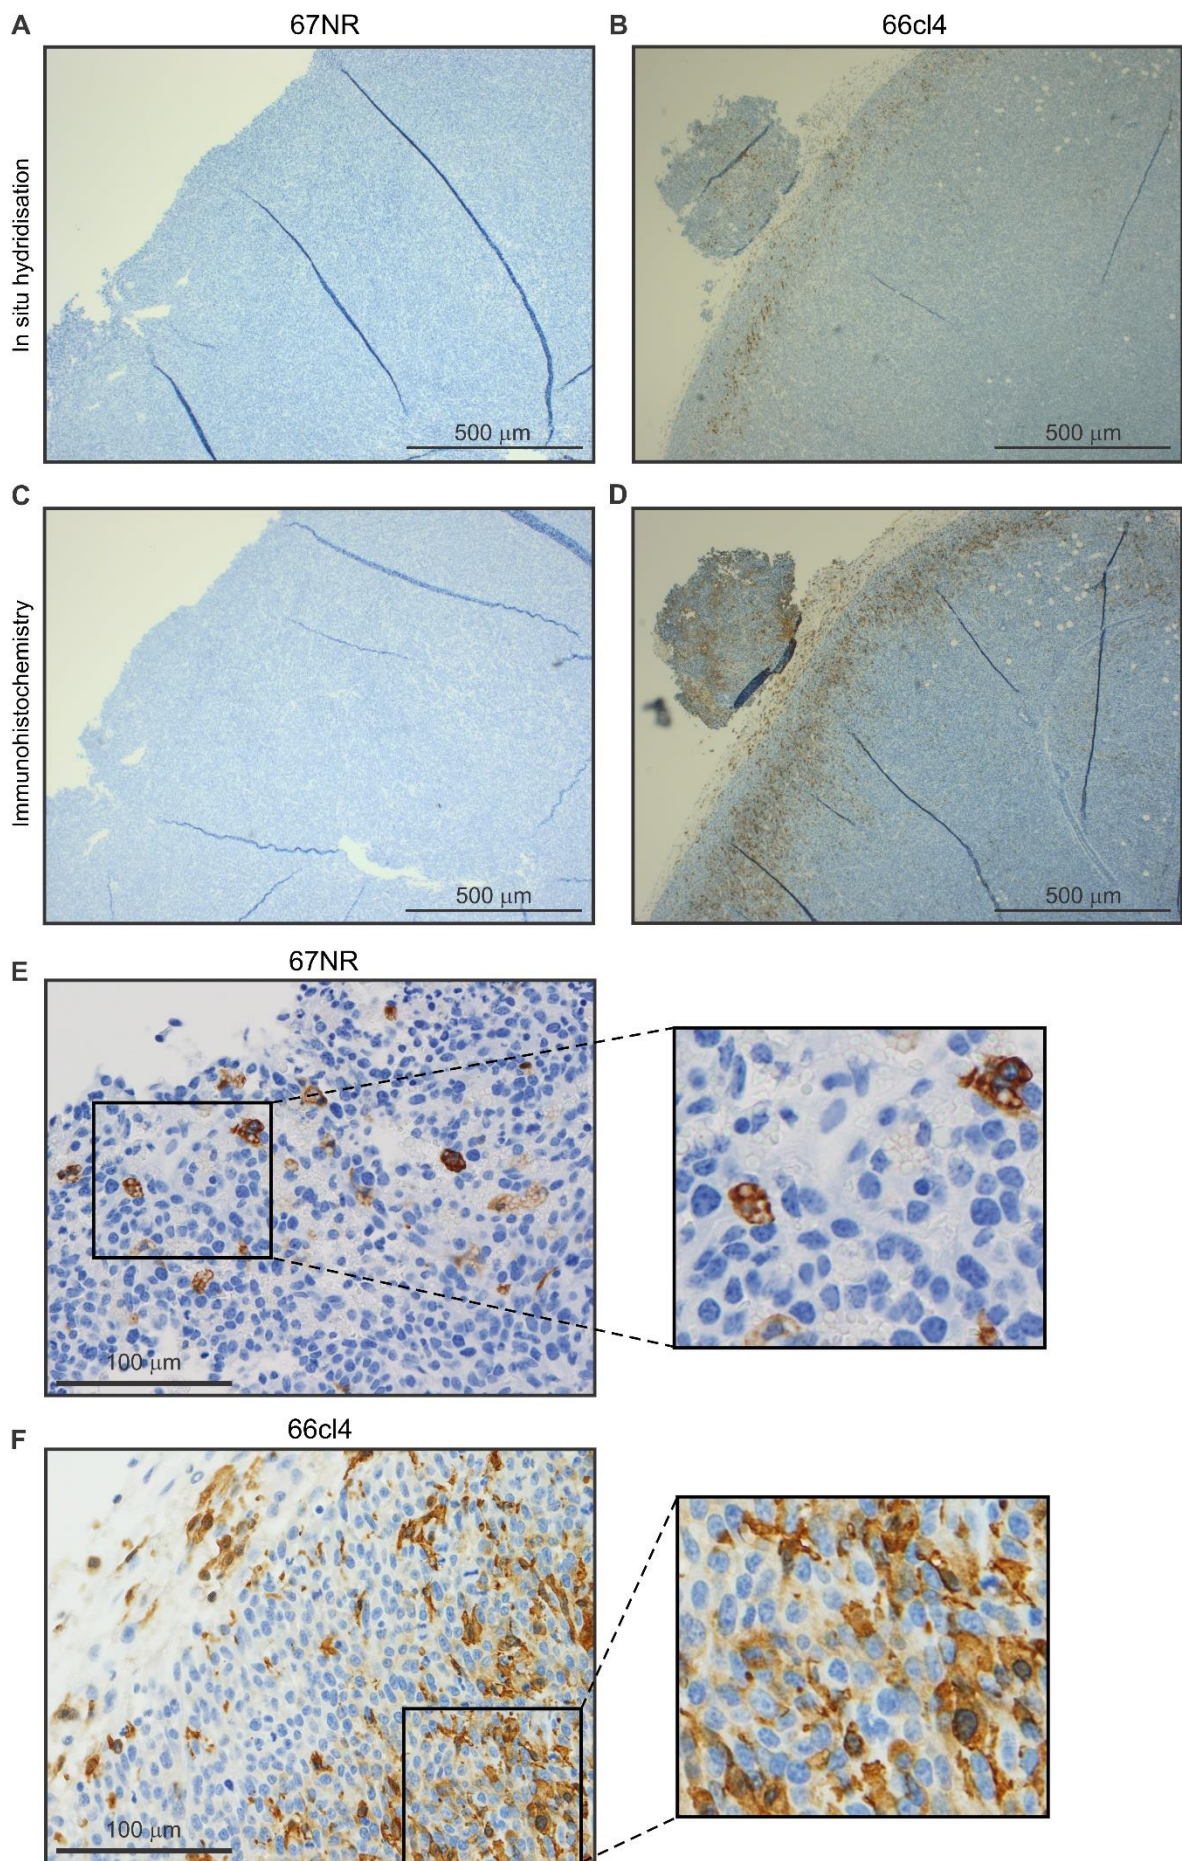

**Figure S2:** Arginase gene and protein expression at 2.5X and single cells at 400X. Panels A-D show a representative image of in situ hybridisation (A-B) and immunohistochemistry (C-D). The spatial distribution of ARG1 gene and protein in 67NR and 66cl4 tumours is shown at 2.5X magnification. It shows the difference in ARG1 mRNA and protein abundance and distribution in 67NR and 66cl4 tumours. Panels E-F show a representative image of ARG1 protein by IHC at 400X magnification, and the panel to the right shows a zoom-in of the ARG1 positive cell.

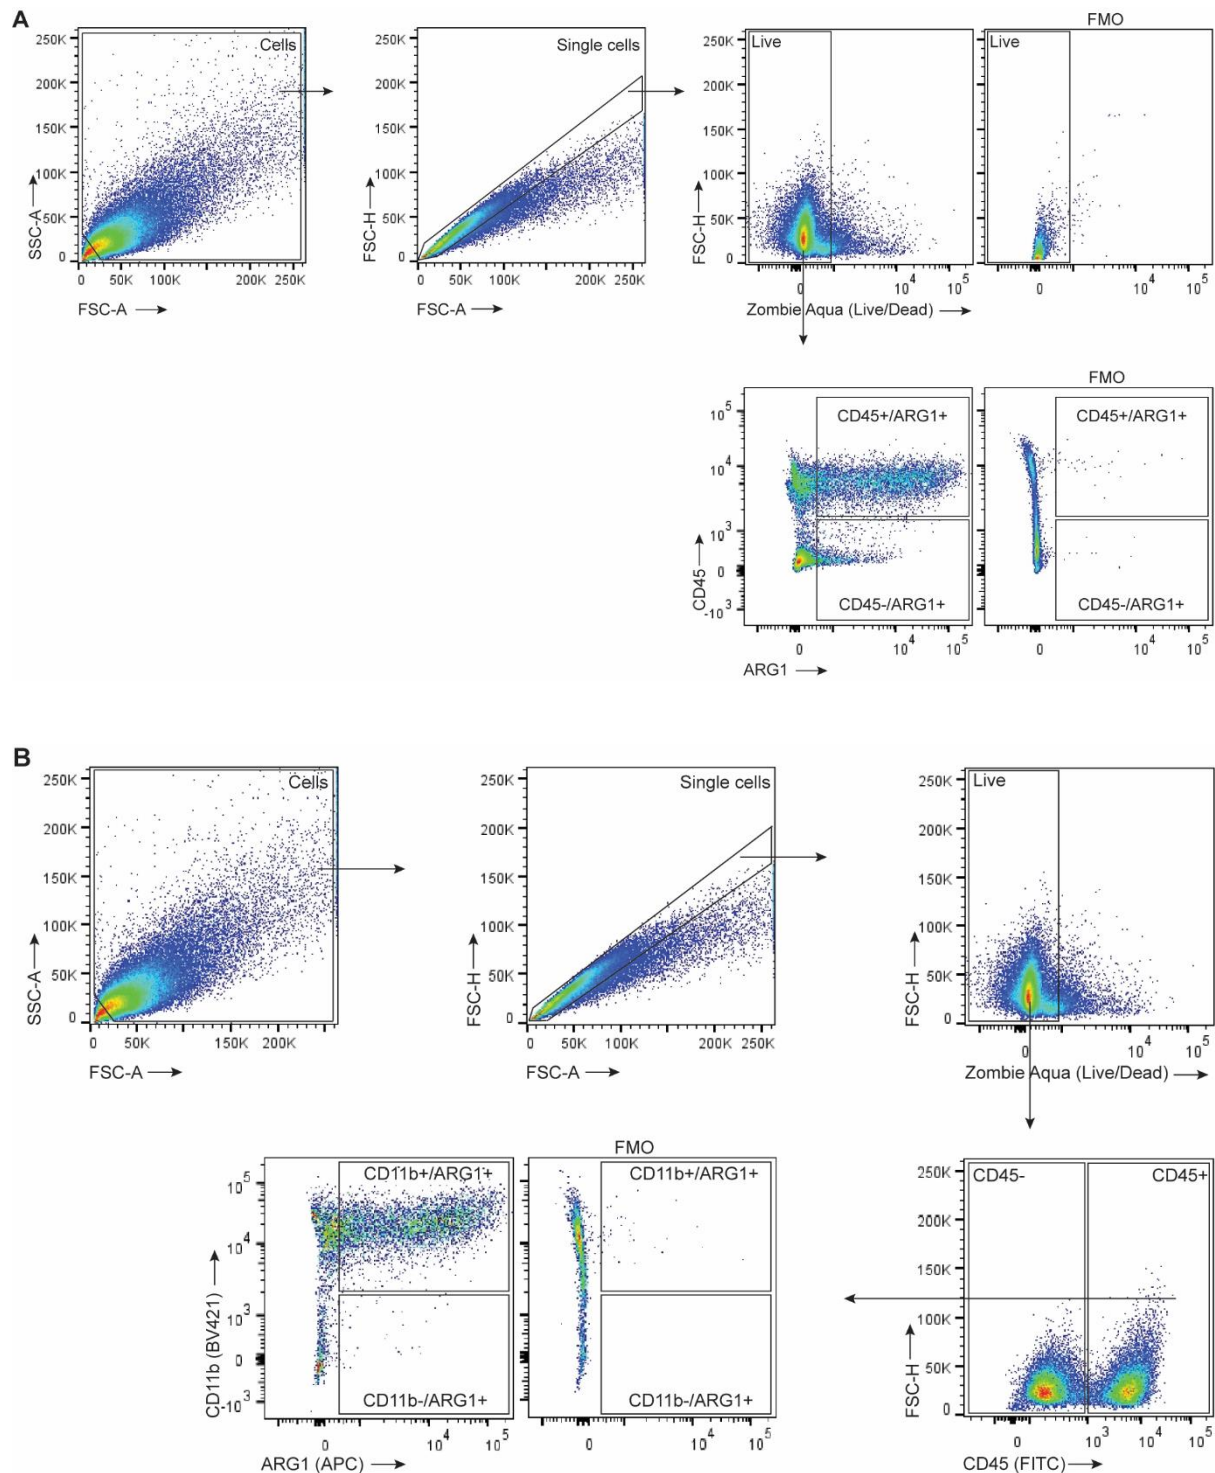

**Figure S3** shows flow cytometry gating strategies on dissociated tumours and organs to identify ARG1-positive cells. To investigate the source of ARG1 in 67NR and 66cl4 tumours, antibodies mentioned in Materials and Methods were used. Forward/ side angle light scatter (FSC-A/SSC-A) was used to exclude debris, followed by a forward scatter height (FSC-H)/ forward scatter area (FSC-A) to exclude doublets and Zombie Aqua (live dead marker)/ FSC to exclude dead cells. A) Gating strategy to identify ARG1 positive cells in immune and non-immune populations. The single and live cells were plotted for ARG1 vs CD45 (immune cell marker) to identify if immune (CD45+) or non-immune (CD45-) cells were the primary source of ARG1. B) Gating strategy to identify ARG1-positive

immune cells. Single/live cells were plotted for CD45 vs FSC to distinguish between immune (CD45+) and non-immune (CD45-) cells. Further, the immune cells were plotted for ARG1 vs CD11b (myeloid cell marker) to identify if myeloid (CD11b+) or lymphoid (CD11b-) cells were the primary ARG1 source. FMOs were used to gate positive populations.

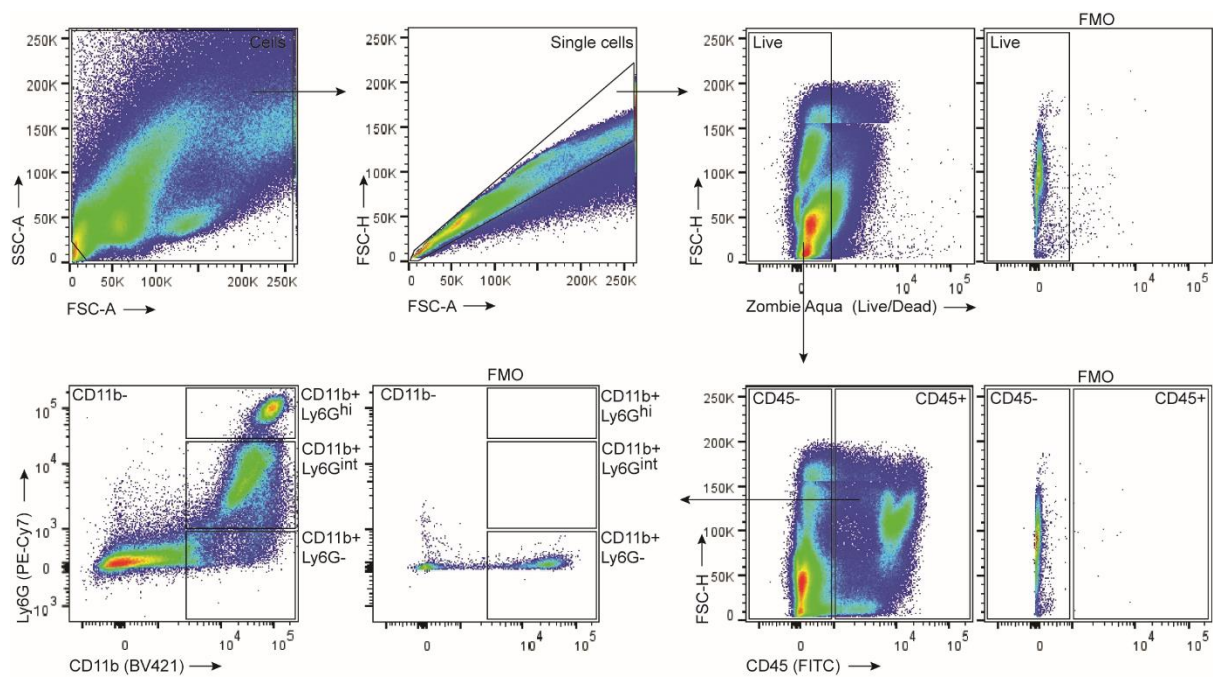

**Figure S4** shows flow cytometry gating strategies on dissociated tumours/organs to identify immune subpopulations. Gating strategy to assess myeloid cell subpopulations in tumours. The resulting population of single, live cells were plotted for CD45 (immune cell marker) to distinguish between immune (CD45+) and non-immune (CD45-) cells. Immune cells were plotted for CD11b vs Ly6G (myeloid cell marker/neutrophil marker) to identify different immune cell populations. The plot revealed three distinct CD11b+ cell populations of interest: 1 subset of CD11b+/ Ly6G- and 2 population subsets of CD11b+/Ly6G+ cells. The two CD11b+/Ly6G+ cell populations could be distinguished based on the level of Ly6G as cells with intermediate or high Ly6G expression. These populations were labelled CD11b+/Ly6G-, CD11b+/ Ly6G intermediate and CD11b+/Ly6G high.

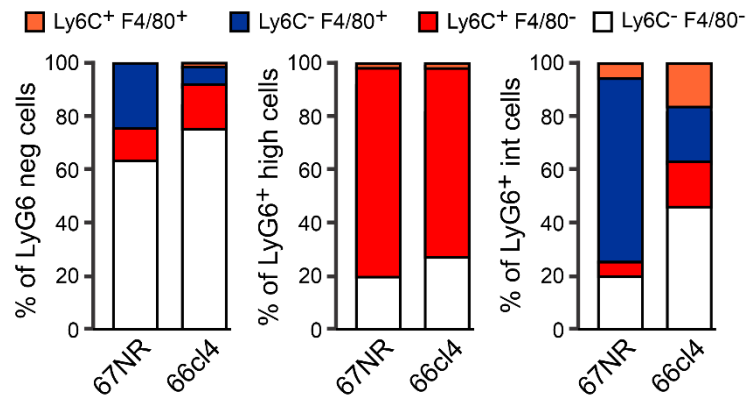

**Figure S5** shows the frequencies of Ly6C+ vs F4/80+ cells in the 3 Ly6G populations: Ly6G-, Ly6G+ intermediate, Ly6G+ high, in 67NR and 66cl4 tumors. Values are means  $\pm$  SEM of at least 3 independent experiments.

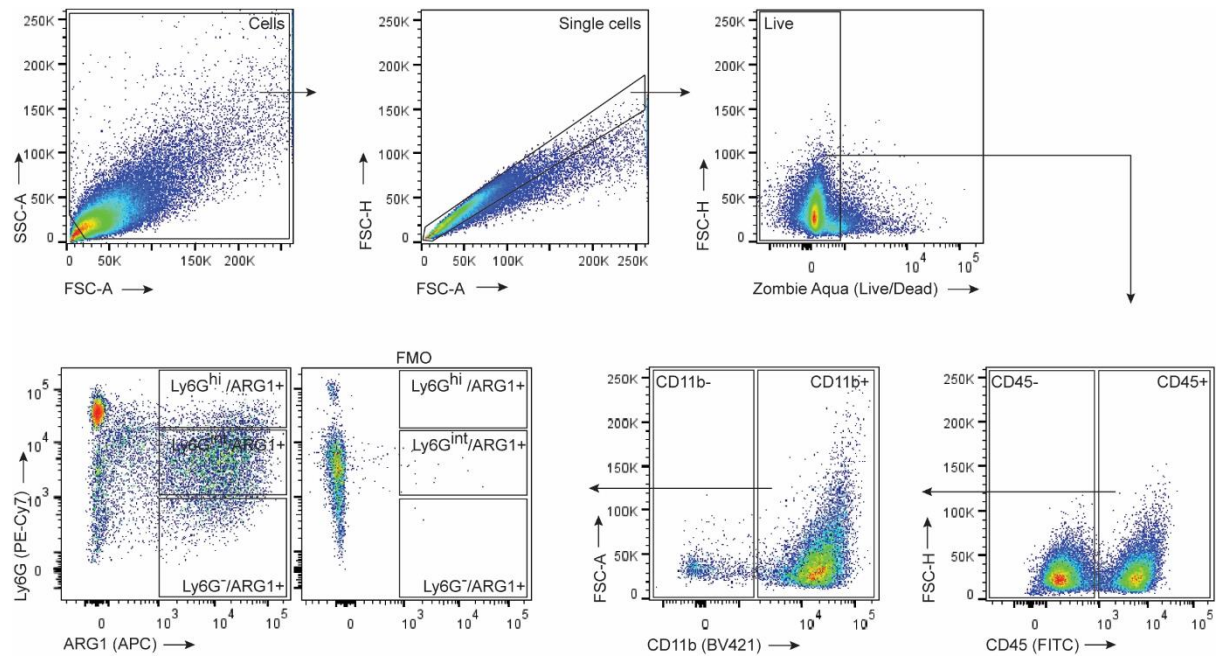

**Figure S6** shows flow cytometry gating strategies on dissociated tumours and organs to identify ARG1+ immune subpopulations. Gating approach to identify ARG1 source in CD11b+ subsets. Single, live cells were plotted for CD45 (immune cell marker), followed by CD11b (myeloid cell marker). The resulting myeloid cells were plotted for ARG1 vs Ly6G (neutrophils marker) to identify the CD45+/CD11b+ population source of ARG1. FMOs were used to gate positive populations.

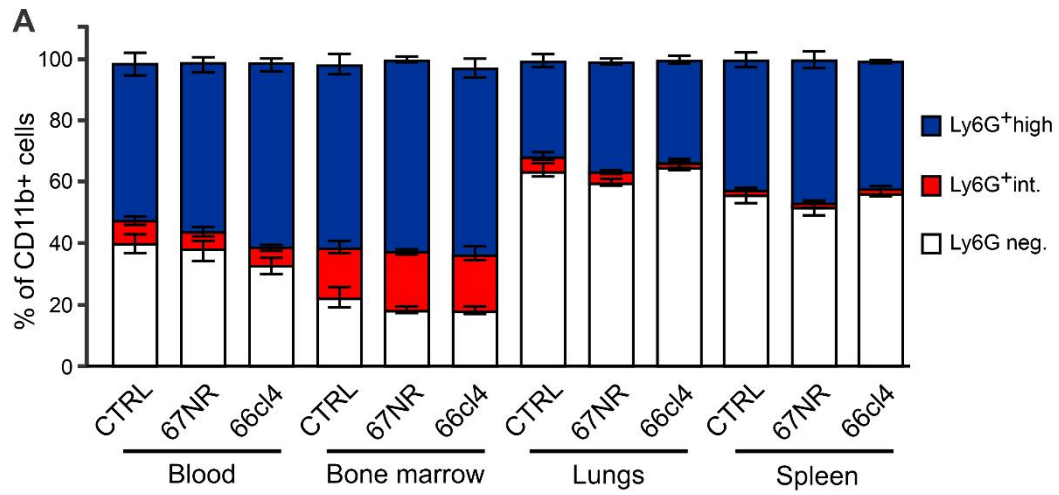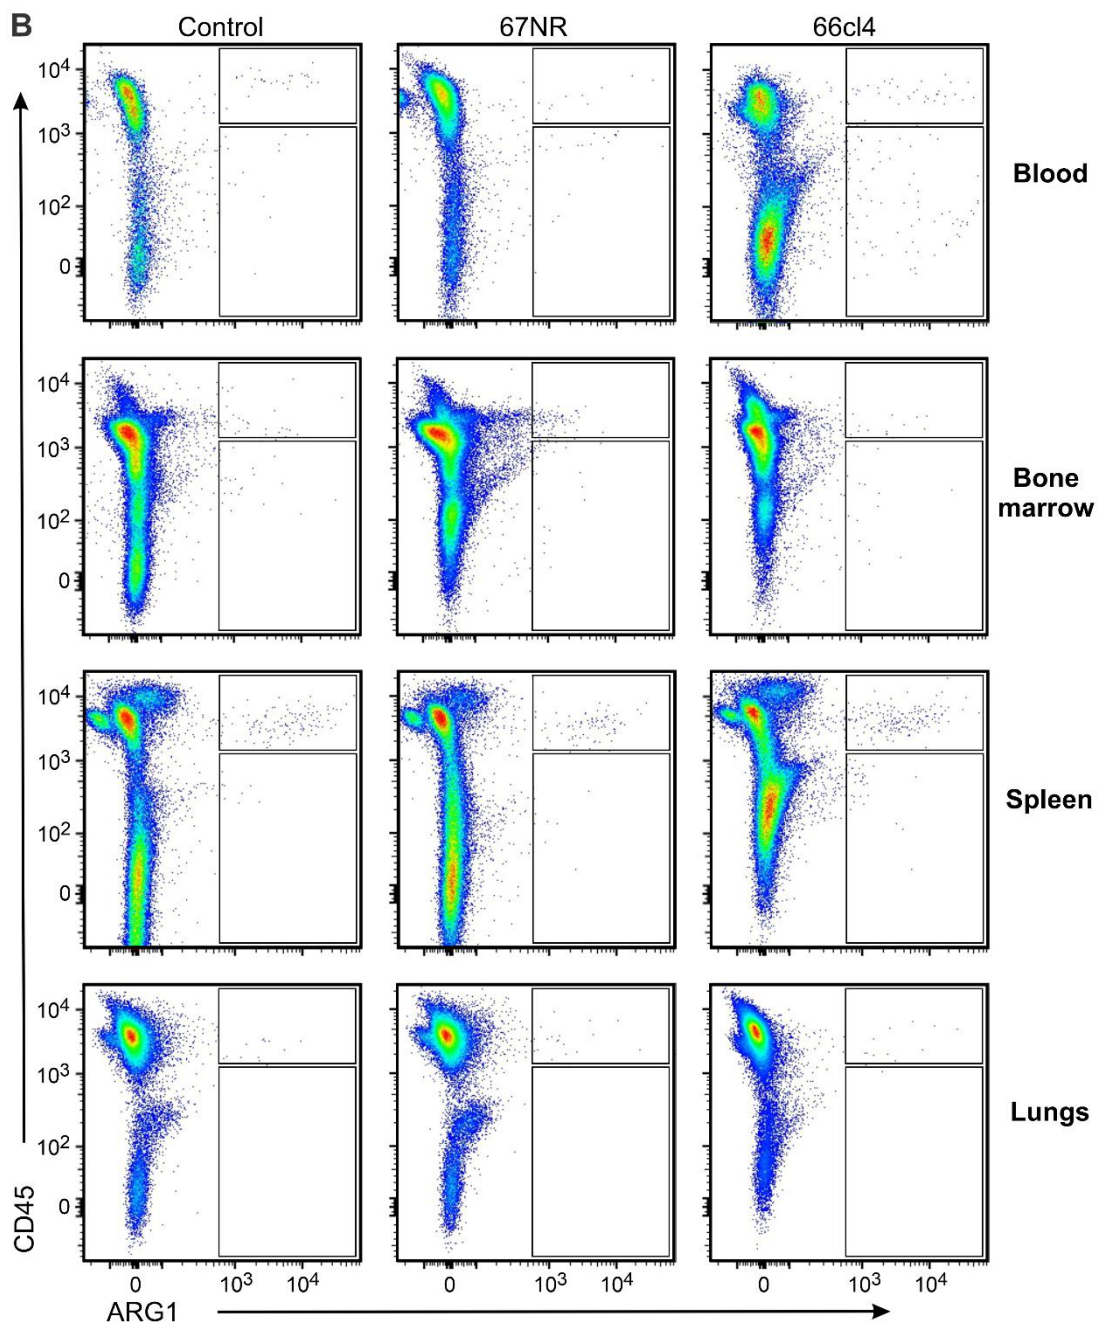

**Figure S7** shows no elevated levels of ARG1-positive cells were found in blood, bone marrow and spleen in tumour-bearing mice. (A) The myeloid cell population (CD11b+) in blood, bone marrow, lung, and spleen have a similar composition based on Ly6G expression level in healthy and tumour-bearing animals. Blood (Control mice N=9, 67NR N=9, 66cl4 N=11), bone marrow (Control mice N=6, 67NR N=6, 66cl4 N=6), lungs (Control mice N=4, 67NR N=4, 66cl4 N=3) and spleen (Control mice N=3, 67NR N=4, 66cl4 N=3). Bars represent the means  $\pm$  SEM. Statistical analysis was performed using the Kruskal-Wallis test followed by Dunn's multiple comparisons (ns,  $p>0.05$ ; \*,  $p<0.05$ ). (B) Representative flow cytometry plots representing ARG1+ cells in immune cells (CD45+) from blood, bone marrow, lungs, and spleen of healthy and tumour-bearing mice.

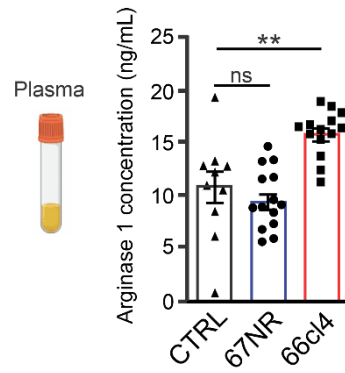

**Figure S8** shows ARG1 protein quantification in plasma by ELISA. Bars represent means  $\pm$  SEM, and each data point represents a single animal (Control n: 10, 67NR n:14; 66cl4 n:14). Statistical significance was determined using one-way ANOVA followed by Kruskal-Wallis test multiple comparisons. \*\*  $p < 0.005$ .

## TABLES

**Table S1** Gene Ontology analysis of Biological Process elevated in 66cl4 CD45+ cells compared with 67NR CD45+ cells.

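Each row of Table S1 names a term of biological process and the upregulated genes that fall under it, so a gene can stand under several terms. A single gene stood under up to 13 of the 15 terms. Some terms hold the same genes, such as taxis and chemotaxis with 37 each. Arg1 stood under 2 terms, Thbs1 under 8 and Alox15 under 1.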

| Term                                           | Overlap | Adjusted P.value         | Odds Ratio               | Combined Score       | Genes                                                                                                                                                                                                                                                                                                          |
|------------------------------------------------|---------|--------------------------|--------------------------|----------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| leukocyte migration<br>(GO:0050900)            | 35/226  | 4.341003841<br>26102e-09 | 4.849403<br>7230948<br>2 | 133.26742<br>7025314 | RET;CSF3R;C5AR1;CXCR4;SLC7A11<br>;TREM1;CXCR1;DPYSL3;CXCR2;SP<br>P1;PDE4B;S1PR1;OLR1;CCR7;CCR6<br>;LBP;SLC16A3;JAM2;CCL24;TGFB2;<br>CXADR;SPNS2;FN1;L1CAM;MMP9;V<br>EGFA;SELP;NLRP12;COL1A2;SELL;<br>F2RL1;ADAM8;S100A9;CD44;S100A8                                                                            |
| taxis<br>(GO:0042330)                          | 37/263  | 6.378146633<br>4997e-09  | 4.336671<br>4324450<br>9 | 112.74397<br>9096565 | CSF3R;C5AR2;SEMA3A;C5AR1;FPR<br>1;CXCR5;CXCR4;FPR2;CXCL14;CXC<br>L2;TREM1;CXCR1;FLRT3;DPYSL3;C<br>XCR2;SPP1;PDE4B;S1PR1;CCR7;CC<br>R6;LBP;CCL24;TGFB2;CXADR;EGR3<br>;PLAUR;VEGFC;L1CAM;VEGFA;BMP<br>4;NR4A1;ACKR4;ACKR3;ADAM8;PLP<br>2;S100A9;S100A8                                                           |
| chemotaxis<br>(GO:0006935)                     | 37/263  | 6.378146633<br>4997e-09  | 4.336671<br>4324450<br>9 | 112.74397<br>9096565 | CSF3R;C5AR2;SEMA3A;C5AR1;FPR<br>1;CXCR5;CXCR4;FPR2;CXCL14;CXC<br>L2;TREM1;CXCR1;FLRT3;DPYSL3;C<br>XCR2;SPP1;PDE4B;S1PR1;CCR7;CC<br>R6;LBP;CCL24;TGFB2;CXADR;EGR3<br>;PLAUR;VEGFC;L1CAM;VEGFA;BMP<br>4;NR4A1;ACKR4;ACKR3;ADAM8;PLP<br>2;S100A9;S100A8                                                           |
| ext. matrix<br>organization<br>(GO:0030198)    | 43/359  | 1.859848663<br>32882e-08 | 3.617670<br>8505191<br>3 | 88.662705<br>4391107 | ECM2;OLFML2B;COL14A1;ITGB4;CO<br>L12A1;LTBP4;TNFRSF11B;NDNF;TH<br>BS1;COMP;ADAMTS5;ADAMTS2;CT<br>SL;CTSK;SPP1;COL10A1;DMD;MPZL<br>3;JAM2;TGFB2;COL27A1;LAMB3;FO<br>XF1;FN1;KAZALD1;MMP9;MMP12;B<br>MP4;GREM1;VCAN;COL1A2;P4HA1;<br>ELF3;CRISPLD2;ITGA10;COL4A6;IT<br>GA8;SDC1;MMP19;ADAM8;COL6A6;<br>CD44;PLEC |
| ext. structure<br>organization<br>(GO:0043062) | 43/360  | 1.859848663<br>32882e-08 | 3.606068<br>1246234      | 88.048594<br>2066088 | ECM2;OLFML2B;COL14A1;ITGB4;CO<br>L12A1;LTBP4;TNFRSF11B;NDNF;TH<br>BS1;COMP;ADAMTS5;ADAMTS2;CT<br>SL;CTSK;SPP1;COL10A1;DMD;MPZL<br>3;JAM2;TGFB2;COL27A1;LAMB3;FO<br>XF1;FN1;KAZALD1;MMP9;MMP12;B<br>MP4;GREM1;VCAN;COL1A2;P4HA1;<br>ELF3;CRISPLD2;ITGA10;COL4A6;IT<br>GA8;SDC1;MMP19;ADAM8;COL6A6;<br>CD44;PLEC |

|                                                |        |                          |                          |                      |                                                                                                                                                                                                                                               |
|------------------------------------------------|--------|--------------------------|--------------------------|----------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| inflammatory response<br>(GO:0006954)          | 42/376 | 2.198730394<br>41218e-07 | 3.335245<br>3578117<br>3 | 72.589929<br>2825413 | HDAC5;IL1RN;C5AR2;C5AR1;ALOX15;HP;CXCR4;IL5RA;FPR2;MEFV;PTGS2;CXCL2;THBS1;CXCR1;CNR2;IRAK2;GPER1;CXCR2;SPP1;OLR1;NLRP3;CCR7;S1PR3;CD14;LBP;KDM6B;CCL24;SLC11A1;FN1;SELP;IL1A;ELF3;IL23A;TNFSF4;TNIP3;SDC1;F2RL1;ADAM8;TLR6;TLR5;S100A9;S100A8 |
| pos. reg. of resp. to wounding<br>(GO:1903036) | 22/130 | 1.799649222<br>7827e-06  | 5.318250<br>7200242<br>5 | 103.74868<br>5369461 | CCL24;NTRK3;OSM;PTGS2;F3;THBS1;HOPX;IL17RA;SELP;F7;NLRP12;IL23A;ADORA2B;TNFSF4;ADAM8;CCR7;LBP;CD36;S100A9;S100A8;TGM2;NDEL1                                                                                                                   |
| reg. of res. to wounding<br>(GO:1903034)       | 38/347 | 2.003109006<br>31753e-06 | 3.247836<br>8607060<br>2 | 62.577394<br>5642739 | MEFV;PTGS2;METRNL;KLK8;THBS1;SLC7A2;NT5E;CNR2;GPER1;SPP1;NLRP3;CCR7;CD36;LBP;IER3;NDEL1;TGM2;CCL24;SERPINB2;PTGIS;SCARA5;FOXF1;NTRK3;OSM;PLAUR;F3;HOPX;IL17RA;SELP;F7;NLRP12;IL23A;ADORA2B;TNFSF4;F2RL1;ADAM8;S100A9;S100A8                   |
| leukocyte chemotaxis<br>(GO:0030595)           | 19/100 | 2.267109671<br>43739e-06 | 6.107689<br>2109500<br>8 | 116.20378<br>7373924 | CCL24;TGFB2;CSF3R;CXADR;C5AR1;CXCR4;TREM1;VEGFA;CXCR1;DPYSL3;CXCR2;PDE4B;SPP1;ADAM8;CCR7;LBP;CCR6;S100A9;S100A8                                                                                                                               |
| pos. reg. of cell migration<br>(GO:0030335)    | 33/280 | 2.763441918<br>48661e-06 | 3.515504<br>6149360<br>2 | 65.818989<br>1694938 | RET;CEMIP;IRS1;SEMA3A;IRS2;PTGS2;HIF1A;THBS1;IGF1R;WNT11;GPER1;GCNT2;S1PR1;CCR7;LBP;CCL24;TGFB2;F10;FOXF1;ANXA3;NTRK3;VEGFC;F3;MMP9;VEGFA;SELP;BMP4;FGR;F7;IL23A;F2RL1;CDH13;ADAM8                                                            |
| resp. to mol. of bact. origin<br>(GO:0002237)  | 30/243 | 4.153869170<br>71892e-06 | 3.697328<br>8003885<br>4 | 67.363901<br>6680598 | IL1RN;CEBPE;PTGER2;C5AR1;PALM3;PTGS2;LITAF;CXCL2;CNR2;IRAK2;DPYSL3;CD300LB;PDE4B;NLRP3;CCR7;CD14;CD36;LBP;ABCA1;PTGIR;ARG1;SLC11A1;SELP;TNFSF4;TNIP3;TLR6;TRIB1;TLR5;S100A9;S100A8                                                            |
| pos. reg. of cell motility<br>(GO:2000147)     | 33/287 | 4.256234864<br>82536e-06 | 3.417361<br>0050821<br>2 | 61.882452<br>7181152 | RET;CEMIP;IRS1;SEMA3A;IRS2;PTGS2;HIF1A;THBS1;IGF1R;WNT11;GPER1;GCNT2;S1PR1;CCR7;LBP;CCL24;TGFB2;F10;FOXF1;ANXA3;NTRK3;VEGFC;F3;MMP9;VEGFA;SELP;BMP4;FGR;F7;IL23A;F2RL1;CDH13;ADAM8                                                            |
| cell chemotaxis<br>(GO:0060326)                | 23/155 | 5.746452930<br>08196e-06 | 4.549583<br>9542970<br>7 | 80.655100<br>9897733 | CCL24;TGFB2;CSF3R;CXADR;EGR3;C5AR1;CXCR4;CXCL14;CXCL2;TREM1;VEGFA;NR4A1;CXCR1;DPYSL3;CXCR2;PDE4B;SPP1;ADAM8;CCR7;LBP;CCR6;S100A9;S100A8                                                                                                       |
| pos. reg. of cell comp. mov.<br>(GO:0051272)   | 33/296 | 7.780754266<br>56074e-06 | 3.298852<br>9960081<br>3 | 57.237865<br>1563382 | RET;CEMIP;IRS1;SEMA3A;IRS2;PTGS2;HIF1A;THBS1;IGF1R;WNT11;GPER1;GCNT2;S1PR1;CCR7;LBP;CCL24;TGFB2;F10;FOXF1;ANXA3;NTRK3;VEGFC;F3;MMP9;VEGFA;SELP;BMP4;FGR;F7;IL23A;F2RL1;CDH13;ADAM8                                                            |

resp. to LPS (GO:0032496) 28/228 1.044100386 9927e-05 3.667537 8266850 1 62.303245 2477223 IL1RN;CEBPE;PTGER2;C5AR1;PALM 3;PTGS2;LITAF;CNR2;IRAK2;DPYSL 3;CD300LB;PDE4B;NLRP3;CCR7;CD 14;CD36;LBP;ABCA1;PTGIR;ARG1;S LC11A1;SELP;TNFSF4;TNIP3;TRIB1; TLR5;S100A9;S100A8

**Table S2:** Fn1, Tnbs1 and Arg1 expression levels as transcripts per million in the CD45+ and CD45- cells isolated from 67NR and 66cl4 tumours.

| Gene         | 67NR  |       |       |      | 66cl4 |       |        |       |
|--------------|-------|-------|-------|------|-------|-------|--------|-------|
|              | CD45- |       | CD45+ |      | CD45- |       | CD45+  |       |
|              | Mean  | SEM   | Mean  | SEM  | Mean  | SEM   | Mean   | SEM   |
| <b>Fn1</b>   | 96721 | 10804 | 15906 | 1212 | 77553 | 11635 | 131562 | 43173 |
| <b>Thbs1</b> | 2483  | 298   | 5955  | 1422 | 32171 | 1538  | 41968  | 1512  |
| <b>Arg1</b>  | 83    | 66    | 980   | 426  | 133   | 52    | 13633  | 2498  |

**Table S3:** Frequencies of ARG1+ cells in the blood, bone marrow, lungs and spleen

| Organ       | Mouse   | CD45- (% ARG1+ cells) |       |   |         | CD45+ (% ARG1+ cells) |       |   |         |
|-------------|---------|-----------------------|-------|---|---------|-----------------------|-------|---|---------|
|             |         | Mean                  | SEM   | n | p-value | Mean                  | SEM   | n | p-value |
| Blood       | Control | 0,074                 | 0,017 | 7 |         | 0,204                 | 0,063 | 7 |         |
|             | 67NR    | 0,043                 | 0,012 | 6 | ns      | 0,382                 | 0,167 | 6 | ns      |
|             | 66cl4   | 0,070                 | 0,025 | 6 | ns      | 0,396                 | 0,174 | 6 | ns      |
| Bone marrow | Control | 0,036                 | 0,008 | 4 |         | 0,045                 | 0,022 | 4 |         |
|             | 67NR    | 0,020                 | 0,010 | 4 | ns      | 0,021                 | 0,004 | 4 | ns      |
|             | 66cl4   | 0,020                 | 0,002 | 3 | ns      | 0,035                 | 0,014 | 3 | ns      |
| Lung        | Control | 0,036                 | 0,012 | 4 |         | 0,170                 | 0,013 | 4 |         |
|             | 67NR    | 0,033                 | 0,010 | 4 | ns      | 0,119                 | 0,025 | 4 | ns      |
|             | 66cl4   | 0,079                 | 0,036 | 3 | ns      | 0,227                 | 0,029 | 3 | #       |
| Spleen      | Control | 0,016                 | 0,008 | 4 |         | 0,056                 | 0,018 | 4 |         |
|             | 67NR    | 0,005                 | 0,001 | 4 | ns      | 0,026                 | 0,007 | 4 | ns      |
|             | 66cl4   | 0,004                 | 0,001 | 3 | ns      | 0,019                 | 0,005 | 3 | ns      |

Statistical test: Kruskal-Wallis test followed by Dunn's multiple comparisons (\*, p < 0.05 compared with Control; #, p < 0.05 compared with 67NR.

**Table S4:** Parameter estimates for the log-normal accelerated failure time model, unadjusted and adjusted for other variables.

|                                               | Infiltration of $\geq 10$ ARG1+ cells |                    |
|-----------------------------------------------|---------------------------------------|--------------------|
|                                               | No                                    | Yes                |
| TR unadjusted (95 % CI)                       | 1                                     | 0.44 (0.22 - 0.90) |
| TR unadjusted for age (95 % CI)               | 1                                     | 0.44 (0.22 - 0.88) |
| TR unadjusted for the grade (95 % CI)         | 1                                     | 0.56 (0.28 - 1.13) |
| TR unadjusted for histology subtype (95 % CI) | 1                                     | 0.42 (0.20 - 0.86) |
| TR unadjusted for molecular subtype (95 % CI) | 1                                     | 0.65 (0.32 - 1.32) |
| TR unadjusted for Ki67 (95 % CI)              | 1                                     | 0.54 (0.27 - 1.1)  |

TR time ratio, CI confidence interval.

How the deposited data were processed for this re-analysis (not part of the article)

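RNA was sequenced from CD45+ and CD45− cells sorted from 66cl4 and 67NR mouse mammary tumours, with 5 animals per tumour and 20 libraries in all. The authors trimmed the reads with fastp, estimated counts per transcript with Salmon, summed them to genes with tximport and deposited the estimated counts of 52783 genes without normalisation. The methods name GRCh38, a human reference, for this step, whereas the gene identifiers of the table are those of mouse. The build of the mouse reference is not named in the paper's text, so no coordinates are given. Gene symbols were taken from a reference list of mouse names, which held 51492 of the identifiers. The other 1291 kept their identifiers. For TPM, 1291 genes had no transcript length in the reference, and these took 2.58% of all counts. A read that fits similar genes can be divided among them by the estimation, so counts of gene families are uncertain.

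Libraries were assigned to groups by the sample titles, which name the tumour, the animal and the gate. For 66cl4 animals 5 and 6 the recorded cell type contradicts the title, and results were repeated without the libraries of these animals. Estimated counts were rounded to whole numbers, which changed no value by more than 0.5. Total counts per library were 12960000 to 28080314. At this depth the limit that a count of 0 allows, 3 counts, is 1.07e-05 to 2.31e-05% of a library, which covers counting error only. No pair of replicates was alike within sampling noise.

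Groups were compared in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16 (TMM normalisation, its default filter on low counts by group with a minimum count of 10 and a minimum total of 15, robust fit), with Benjamini-Hochberg adjustment. As in the paper, a gene was called with an adjusted p-value under 0.05 and an absolute log2 fold change over 1. Only the groups compared entered a fit. The difference of the tumour effect between the gates was tested as an interaction over the 20 libraries, with an adjusted p-value under 0.05. Levels of single genes are counts divided by the size factors of DESeq2 1.42.0 over the 20 libraries, compared with exact permutation tests of the means over the 252 splits of 10 libraries. Principal components were computed on DESeq2's variance-stabilised counts of the 16453 genes passing the filter. Lists of marker genes were tested with fry of limma 3.58.1 on voom values. They cover 16 sets, namely neutrophil, macrophage, monocyte, dendritic cell, T cell, B cell, NK cell, mast cell, eosinophil, epithelial, fibroblast, endothelial, erythroid, proliferation, hypoxia and interferon. No gene stands in more than 1 list. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

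The genes named are Ptprc, the genes the paper names from these data, the marker lists, and the 10 genes with the largest absolute log2 fold change between the CD45+ groups among called genes whose libraries did not overlap and that had at least 10 counts on average. Of these 10, 1 is not reported here. Single marker genes named in the closing section (Cdh5, Cxcr2, Eomes, Krt18, Cdh1, Fap, Prg2, Epx and Ccr3) were picked after their values were seen. The lists, the rule for named genes, the tests of the comparisons and the alternatives were fixed before the data were examined, apart from the alternatives given last. Several tests of technical explanations were chosen later, as the closing section says. The alternatives were DESeq2's Wald test, RLE factors, no filter, a minimum of 10 counts in 5 libraries, all 20 libraries in a fit, a test against an absolute log2 fold change of 1, the replicate number as a block, leaving out 66cl4 animals 5 and 6, and leaving out each library in turn. For levels they were CPM with TMM library sizes, TPM with reference transcript lengths and a sign-flip test within animals. For the principal components they were log2 CPM, the 500 most variable genes and scaled genes. For lists, camera with a preset correlation was used. DESeq2 with all 20 libraries in the fit and total counts as library sizes were added for the CD45+ comparison after its values were seen, as were 7 further settings of the 500 largest fold changes.

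Libraries of the CD45+ and CD45− gates with the same tumour and number come from one animal, which pairs them. The correlations of their deviations from the group means were 0.0379 to 0.222 in 66cl4 and −0.0150 to 0.365 in 67NR tumours. Between tumours the libraries share only a number.

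The tests were tried on simulated counts drawn from the means and library sizes of the data and the dispersions of edgeR, with 200 changed genes. A call there needed an adjusted p-value under 0.05 and no minimum fold change. edgeR's test of 5 against 5 libraries recovered 176 of them over 15180 genes, with 5.38% of its calls false. DESeq2's recovered 188 over 16453 genes, with 19.3% of its calls false. The interaction in edgeR recovered 162 over 15965 genes, with 2.41% false, and that in DESeq2 168, with 15.2% false. With the replicate number as a block, edgeR recovered 161, with 6.40% false, and with all 20 libraries in the fit 179, with 2.72% false. Of 20 simulated lists, fry and camera each recovered 10 of 10 changed ones and called 0 of the unchanged ones. The other experiments of the paper were not analysed here, and no Gene Ontology annotation was used here, so the enrichment was not recomputed.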

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

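The tests of carried-over RNA for the mast cell, hypoxia, epithelial and interferon lists and for 67NR animal 6, and the test of the interferon list, were chosen only after the results were seen.

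A single library stood apart from the other 4 of its group in 6 of 51 groups of totals and levels examined, where chance gives about 2.6. The total count of the 67NR CD45− library of animal 7 was 16917109, under 21199064 to 22180348 in the others. Totals are scaled out by the normalisation, and without this library 4913 genes differed between the CD45− groups, against 4774 with it. Il23a in the 66cl4 CD45+ library of animal 5 had 70.4 normalised counts, against 16.7 to 24.2. Without it, the lower bound of the fold of Il23a between the CD45+ groups went from 8.35 to 5.47. Alox15 in the 67NR CD45− library of animal 1 had 7.90 normalised counts, against 1.02 to 3.00, near the floor. Without it, the difference of its tumour effect between the gates went from 3.18 to 2.48 on the log2 scale. No technical or biological explanation was tested for these libraries.

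Arg1 in CD45− cells was highest in 66cl4 animal 5, with 318 normalised counts against 53.6 to 122, and in 67NR animal 6, with 337.5 against 5.11 to 32.5. Serpinb2 also stood out in the CD45− library of 67NR animal 6, with 107.8 against 5.25 to 15.8. A candidate explanation is RNA or cells of the CD45+ population in the CD45− libraries. Over the 66cl4 libraries, the Arg1 level in CD45− cells was 0.939% of that in CD45+ cells. Over 55 immune marker genes this share had a median of 0.650%, and 22 of them had a higher share than Arg1. Carry-over may therefore account for that level, although the highest share among these genes, 112% for Eomes, leaves a wide range. In 67NR animal 6 the share was 13.6% for Arg1 and 134% for Serpinb2, above the 95th percentile of 6.69% over 50 immune marker genes of that animal. The share of Serpinb2 was above this percentile also in animals 1 (21.3%, against 20.7%), 5 (47.1%, against 16.5%) and 7 (71.0%, against 42.9%), and that of Arg1 was not, but Serpinb2 held few counts there. The genes were singled out by their levels in 1 library, so carry-over from particular immune cells and expression in CD45− cells cannot be told apart. Without this library the log2 fold change of Arg1 between the CD45− groups went from 0.68 to 2.93 (edgeR adjusted p = 0.00393). It went to 0.02 without the 66cl4 CD45− library of animal 5. The adjusted p over these omissions was 0.00393 to 0.990.

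The effect of the tumour differed between CD45+ and CD45− cells in 7098 of 16453 genes (edgeR's interaction test, adjusted p-value under 0.05). Of 100 splits of the animals, 1 gave as many, the real one, and the highest other count was 1. Of the 796 genes that differed between the tumours in both gates, 671 moved the same way and 125 opposite ways. Several genes of Fig. 1 were among the 7098. On the log2 scale the tumour effect was larger in CD45+ than in CD45− cells by 4.20 for Il23a, 3.03 for F7, 2.57 for Il1a, 1.40 for Nt5e, 2.84 for Fn1 and 4.72 for Serpinb2, and the difference was −3.72 for Foxf1. Both tumours held at most 3 counts of F7 in every CD45− library, and at most 5 of Il23a, so the size of these differences is not firm. For Il23a, Fn1 and Serpinb2 the call held without any one of the 20 libraries. The difference of Serpinb2 fell to 3.32 (adjusted p = 0.0123) without the 67NR CD45− library of animal 6, in which this gene stood out. The call of Foxf1 was lost without the 67NR CD45+ library of animal 7 (−2.98, adjusted p = 0.102) and that of Nt5e without the 66cl4 CD45+ library of animal 5 (1.03, adjusted p = 0.0579).

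The calls of F7 (adjusted p = 0.0477) and Il1a (0.0353) rest on single libraries. F7 passed without the 66cl4 CD45+ library of animal 4, the 66cl4 CD45− library of animal 7, the 67NR CD45+ library of animal 5 or the 67NR CD45− library of animal 1, 5 or 7. It did not pass without any other library. Its lowest difference, 1.72 (adjusted p = 0.584), came without the 67NR CD45− library of animal 4. Il1a did not pass without the 66cl4 CD45+ library of animal 5 or 6, the 66cl4 CD45− library of animal 3, 4 or 6, the 67NR CD45+ library of animal 5 or 7, or the 67NR CD45− library of animal 4 or 6. Its lowest difference was 2.10 (adjusted p = 0.129), without the 67NR CD45− library of animal 4.

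Arg1 did not pass in the interaction (difference 3.16, adjusted p = 0.0587). Because both gates come from one animal, the animal was also fitted as a block, and with it Arg1 passed (2.57, adjusted p = 0.00438). So did Alox15 (3.44, adjusted p = 0.0114) and Thbs1 (−0.93, adjusted p = 0.0479). Arg1 passed with DESeq2 (3.15, adjusted p = 0.0476) and not without 66cl4 animals 5 and 6 (3.46, adjusted p = 0.0989). Leaving out 1 library gave 0.90 to 3.86, with adjusted p from 0.0268 to 0.545. The lowest difference came without the 67NR CD45− library of animal 6 and the highest without the CD45+ library of the same animal. It passed without the latter, and without the 66cl4 CD45− library of animal 5 (adjusted p = 0.0333) or the 67NR CD45− library of animal 5 (0.0434) or 7 (0.0417). Alox15 (3.18, adjusted p = 0.0862) passed without the 66cl4 CD45+ library of animal 4 (3.35, adjusted p = 0.0390) or the 66cl4 CD45− library of animal 5 (4.31, adjusted p = 0.0175), and its adjusted p reached 0.303 in these omissions. Thbs1 (−0.86, adjusted p = 0.168) passed without the 66cl4 CD45+ library of animal 5 (−1.39, adjusted p = 0.0155), and its adjusted p reached 0.360. CD45− cells include the tumour cells, which come from different lines. The interaction therefore cannot tell a different response of immune and non-immune cells from a difference between the lines. A biological difference in the response to the tumour stays open and was not tested further.

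The paper does not report the comparison of CD45− cells, in which 4774 of 14844 genes differed between the tumours, 1965 higher and 2809 lower in 66cl4. Of 100 splits of the libraries, 1 gave as many, the real one, and the highest other count was 2. In the CD45+ comparison, 1 of 100 splits gave as many as the 1736 genes, again the real one, with at most 32 genes in another. Swapped gate labels are argued against by Ptprc, higher in the library titled CD45+ in 10 of 10 animals. CD45− cells include the tumour cells, which come from different lines, so the design does not separate the line from its ability to spread.

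Marker gene lists differed between 66cl4 and 67NR CD45+ cells in 10 of 16 cases (fry, adjusted p-value under 0.05), and in 9 with camera. Of 100 splits, 1 gave as many, the real one, and the highest other count was 4. Lower in 66cl4 were the lists of mast cells (median log2 fold change −3.45, 0 of 5 genes higher, adjusted p = 4.78e-05), interferon response (−1.51, 0 of 10 higher, 2.01e-05), NK cells (−2.21, 0 of 5 higher, 0.0250), dendritic cells (−0.81, 1 of 8 higher, 0.0240), endothelial cells (−0.33, 1 of 5 higher, 0.0240) and erythroid cells (−2.14, 0 of 4 higher, 0.0376). Higher were the lists of neutrophils (2.11, 8 of 9 genes higher, 0.0240), hypoxia (1.55, 9 of 10, 0.00903), epithelial cells (2.11, 3 of 4, 0.000678) and eosinophils (1.33, 2 of 3, 0.0376). The eosinophil genes Prg2 (1.62 normalised counts in 66cl4, 13.3 in 67NR) and Epx (0.749 and 3.12) did not pass the filter on low counts. Their means were lower in 66cl4, as was that of Ccr3 among the tested genes, so the list gives no firm direction for eosinophils. Macrophage (−0.49, adjusted p = 0.140), monocyte (0.28, 0.952), T cell (0.06, 0.952), B cell (1.88, 0.520), fibroblast (−1.24, 0.0880) and proliferation genes (−0.41, 0.0811) did not pass. With camera, fibroblast (0.0237) and proliferation genes (0.0252) passed and epithelial (0.0551), endothelial (0.218) and eosinophil genes (0.327) did not, and the other calls held.

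The mast cell, interferon, epithelial and hypoxia lists passed in 10 of the 10 fits that each left out a CD45+ library. The neutrophil, dendritic cell and NK cell lists passed in 7 and not without 66cl4 animal 7 (adjusted p = 0.0525, 0.0594 and 0.0571) or 67NR animal 5 (0.0509, 0.0509 and 0.0563) or 6 (0.0522, 0.0505 and 0.0522). The endothelial list passed in 7 and not without 66cl4 animal 6 (0.0657) or 7 (0.0650) or 67NR animal 4 (0.0612). Its median went to −0.18 without 67NR animal 4 and to −0.53 without 67NR animal 6. The eosinophil list passed in 4 (66cl4 animal 3, 4, 5 or 6 left out) and reached 0.140 without 67NR animal 6. The erythroid list passed in 3 (67NR animal 1, 4 or 7 left out) and reached 0.0840 without 66cl4 animal 4. The proliferation list passed without 67NR animal 1 (0.0490). The macrophage, monocyte, T cell, B cell and fibroblast lists passed in 0 of the 10. The monocyte median was 0.08 to 0.17 without 66cl4 animal 3, 5 or 6 or 67NR animal 4 or 7. That of the T cell list was −0.23 to −0.03 without 66cl4 animal 4, 6 or 7 or 67NR animal 1 or 7, and reached 0.59 without 66cl4 animal 5. That of the B cell list was 1.11 without 66cl4 animal 4 and 2.95 without 66cl4 animal 5.

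With p-values adjusted over the list alone, 5 of 5 tested mast cell genes, 10 of 10 interferon genes, 5 of 5 NK cell genes and 4 of 4 erythroid genes differed, and as many did over all genes. Adjusted over the list alone and over all genes, the counts were 6 and 5 of 9 for neutrophils, 5 and 4 of 8 for dendritic cells, 3 and 2 of 3 for eosinophils, 4 and 3 of 4 for epithelial cells and 9 and 8 of 10 for hypoxia. They were 4 and 3 of 6 for monocytes, 7 and 7 of 10 for macrophages, 4 and 4 of 10 for fibroblasts, 1 and 1 of 5 for endothelial cells and 2 and 2 of 6 for proliferation. For T cells and B cells they were 0 and 0 of 9 and of 6, with 0 and 2 genes at an unadjusted p-value under 0.05. The paper picked 4 of the neutrophil genes, 2 each of the fibroblast and hypoxia genes and 1 each of the monocyte, eosinophil and epithelial genes from these libraries. At least 100 normalised counts in CD45− cells were held by 10 hypoxia, 9 interferon, 9 fibroblast, 7 macrophage, 6 proliferation, 4 mast cell, 4 endothelial, 4 erythroid, 3 monocyte, 2 neutrophil, 2 epithelial and 1 dendritic cell genes.

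A lower share of 1 cell type would raise the lists of every other type alike. It is argued against as the whole cause. With the mast cell, NK cell or dendritic cell list set aside as that type, 2 of the 8 other immune lists passed as higher and 2 as lower, and with the macrophage list set aside 2 and 3. The medians of the NK cell and T cell lists differed by −2.27. The hypoxia list is not accounted for by CD45− RNA, as 8 of its 9 rising genes rose by more than the carried-over share brings. For the epithelial list carry-over may account for much of the rise. Krt8 and Krt18, its genes called as higher, had 5.53% and 5.09% of their CD45− level in 66cl4 CD45+ cells, within the range of fibroblast genes (4.03 to 8.81%). Cdh1, also higher, had 393.8 normalised counts in 66cl4 CD45+ and 20.8 in CD45− cells, which carry-over does not bring. The interferon list was also lower in CD45− cells of 66cl4 tumours (median log2 fold change −2.07, fry adjusted p = 0.000317). RNA of immune cells carried over at the share of Ptprc does not account for this fall. In 67NR tumours the interferon genes had a median of 26.3% of their CD45+ level in CD45− cells (22.7 to 27.5% over the animals), against 1.22% for Ptprc (0.669 to 2.98%). Of the 10 genes, 7 lay above 13.3%, the 95th percentile of immune genes, and 9 fell by more than the share of Ptprc brings. Only 5 fell by more than a share of 13.3% brings, so at that share carry-over stays open for the others. In CD45+ cells a lower response and a lower share of the cells that carry it cannot be told apart, because a fall in CD45− cells does not bear on the make-up of the CD45+ cells. Mast cell genes in 67NR CD45− cells had 22.4 to 32.0% of their CD45+ level, with a median of 26.1%. These shares rest largely on animal 7, whose CD45− library had 82.3 to 96.6% of the level in its CD45+ library. In animals 1 and 4 the mast cell genes had 1.46 to 3.09%, in animal 5 14.6 to 29.5% and in animal 6 25.3 to 34.2%. Without the CD45− library of animal 7 the shares over the others were 11.5 to 16.4%, with a median of 14.1%. Other immune genes had a median of 1.92%, and the highest, Cxcr2, reached 35.4% (36.5% without that library). Over all 67NR libraries the next gene, Pax5, had 16.7%, so this range reaches the mast cell share through Cxcr2 alone. As the mast cell share lies inside this range but far above its median, carry-over and mast cells in the CD45− gate cannot be told apart. Differences in the immune cells that the tumours attract stay open and were not tested.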

How the results depend on the processing

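Among the alternatives, DESeq2 with all 20 libraries in the fit, total counts as library sizes and 7 of the settings for the 500 largest fold changes were chosen after seeing the data.

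In the CD45+ comparison, 1736 genes became 2555 with DESeq2, 1751 with RLE factors, 2158 without a filter, 1728 with a minimum of 10 counts and 2533 with all 20 libraries in the fit, where the lower genes rose from 1001 to 1525. Testing against an absolute log2 fold change of 1 left 513 genes, 190 higher and 323 lower, because this test asks more of each gene. With DESeq2 and all 20 libraries 2903 genes passed, 1127 higher and 1776 lower. The cause was not tested. With total counts as library sizes 1741 passed, and 62.3% of them were lower, against 57.7%. Leaving out 66cl4 animals 5 and 6 gave 1297 and leaving out each library 1507 to 1880. In simulation DESeq2 made more false calls than edgeR (19.3% against 5.38%). Those calls needed no minimum fold change, so these shares do not apply to the counts of genes above.

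Between the gates of 66cl4 tumours, genes higher in CD45+ cells went from 3562 to 5363 with DESeq2 and 5483 without a filter, since 29638 genes were then tested in place of 14916. The counts between CD45− cells (4774), between the gates of 67NR tumours (5992) and of the interaction (7098) stayed within 1.5 times under every alternative run. Leaving out animals 5 and 6 does not apply to the gates of 67NR tumours.

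The replicate block was fitted to each comparison. Between gates the animals pair the libraries, and the block gave 6616 genes in 66cl4, 6019 in 67NR and 7150 for the interaction. With the block the interactions of Arg1 (2.57, adjusted p = 0.00438), Alox15 (3.44, adjusted p = 0.0114) and Thbs1 (−0.93, adjusted p = 0.0479) passed. Over the other alternatives and omissions their adjusted p ran up to 0.545, 0.303 and 0.360. In the sign-flip test within animals 0 of the 6 comparisons of levels between gates passed at an unadjusted p under 0.05, against 3 in the exact permutation test (2 after adjustment over the 6), as its smallest p for 5 pairs is 0.0625. Between tumours the libraries share only a number, with correlations of 0.00439 to 0.114 in CD45+ and −0.176 to 8.73e-05 in CD45− cells. There the block gave 1340 and 4766 genes. It gave an adjusted p of 0.0914 for Arg1 in CD45+ cells (log2 fold change 4.69; other alternatives 1.83e-05 to 0.0401), and of 0.0271 for Fn1 in CD45− cells (−0.45; up to 0.340 when 1 library was left out). With the block 4 of 10 marker gene lists passed.

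The shares of variance on the first and second component were 64.4% and 19.65% with log2 CPM, 86.3% and 7.50% with the 500 most variable genes and 44.4% and 23.35% with scaled genes, against 67.2% and 18.7%. These follow from the choice of scale and genes.

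Marker gene lists past the threshold went from 10 to 4 without 66cl4 animals 5 and 6 (mast cell, eosinophil, epithelial and interferon), and ranged from 4 to 10 when each CD45+ library was left out. They were 4 without 66cl4 CD45+ animal 7 and 5 without 67NR CD45+ animal 5 or 6. The median of the monocyte list turned to −0.068 without animals 5 and 6 and that of the T cell list to −0.23 without 66cl4 CD45+ animal 7, and neither list passed. The cause was not tested.

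For single genes, the log2 fold change of Arg1 between CD45− groups turned from 0.68 to −0.025 without 66cl4 animals 5 and 6. The adjusted p of Fn1 between CD45− groups went from 0.134 to 0.0310 without the 66cl4 CD45− library of animal 3 (log2 fold change −0.36). Thbs1 between the gates of 66cl4 turned from 0.36 to −0.037 without animals 5 and 6 and ran from −0.070 to 0.57 when each library was left out, with ratios of means from 0.974 to 1.48. The lowest values came without the CD45+ library of animal 5 and the highest without that of animal 7. The interaction of Ptgis (−0.39) ran from −0.68 to 0.014, the latter without the 67NR CD45+ library of animal 7, and did not pass in any of these fits. Between the 67NR gates, Arg1 lost its call without a filter (adjusted p = 0.0671; lowest over the alternatives 0.000197) and Thbs1 when tested against a log2 fold change of 1 (0.264). Thbs1 also lost it without the 67NR CD45+ library of animal 1, where its log2 fold change was 0.90 (adjusted p = 0.0145). Without animals 5 and 6 the interactions of F7 (2.97, adjusted p = 0.100) and Nt5e (adjusted p = 0.0608) lost their calls and that of Alox15 (4.31, adjusted p = 0.0335) gained one. DESeq2 called Alox15 too (3.17, adjusted p = 0.0267). The cause was not tested. Without animals 5 and 6, 3 libraries against 3 remain between the 66cl4 gates, too few for the exact permutation test of levels to pass 0.05, while edgeR still called 6848 genes there.

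Of 536 values for fold changes of single genes under alternatives, 36 changed (13 weaker, 17 stronger, 6 reversed), of 87 for levels 8 (4 weaker, 2 stronger, 2 reversed), of 64 for marker lists 26 (21 weaker, 3 stronger, 2 reversed) and of 255 counts and summaries 21 (9 weaker, 6 stronger, 6 moved).

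Depth limits the genes near the floor. Il23a, Scara5 and Ptgis had at most 3 counts in each 67NR CD45+ library, so only lower bounds of the folds between their observed means can be given.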

Differences from the paper's values

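The paper reports 2822 differentially expressed genes between 66cl4 and 67NR CD45+ cells, where 1736 passed here, and 1758 downregulated genes, where 1001 passed. The paper's 1064 upregulated genes lie within 1.5 times of the 735 found here. Of the alternatives set before the data were examined, DESeq2 (2555 genes, 1501 lower), no filter on low counts (2158, 1312 lower) and all 20 libraries in the fit (2533, 1525 lower) fall within 1.5 times of both of the paper's counts. RLE factors, a minimum of 10 counts, the replicate block, the test against an absolute log2 fold change of 1 and the omission of 66cl4 animals 5 and 6 do not. Neither does any fit that left out 1 library. Over these the highest count of genes was 1880 and the highest count of lower genes, in another fit, 1136. DESeq2 with all 20 libraries in the fit gave 2903 genes, 1127 higher and 1776 lower, and comes closest. It was chosen after seeing the values, among them the gap between 2555 and the paper's 2822.

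Table S1 of the paper lists 144 genes, drawn from its 500 most upregulated genes, and 79 of these were among the 500 computed here. With DESeq2 there were 63, without 66cl4 animals 5 and 6 there were 83, and with each library left out 74 to 83. None of these alternatives, set for this list before the data were examined, closed the gap. Further settings were added after seeing the values. They gave 79 with RLE factors, 63 without a filter on low counts, 80 with a minimum of 10 counts, 71 with all 20 libraries in the fit, 79 with the replicate block, 80 with total counts as library sizes and 61 with DESeq2 and all 20 libraries, and none closed it.

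The means of the paper's Table S2 were matched within 1.5 times, but several of its SEMs were not. For Fn1 the paper gives an SEM of 10804 in 67NR CD45− cells against 5188 here, and 43173 in 66cl4 CD45+ cells against 18320. For Thbs1 in 66cl4 CD45+ cells the paper gives 1512 against 11570. None of the alternatives set before the data were examined closed these gaps. For Fn1 in 67NR CD45+ cells the paper gives an SEM of 1212 against 2496, and leaving out 1 library brought the value to 1186 at the lowest, within the paper's. For Fn1 in 66cl4 CD45− cells it gives 11635 against 7334. This gap closed without 66cl4 animals 5 and 6 (9659) and with 1 library left out (9470 at the highest), and not under the other alternatives.

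The legend of Fig. 1 and the title of Table S2 name TPM, whereas the means matched counts divided by DESeq2 size factors. The paper gives Fn1 and Thbs1 as equal between CD45+ and CD45− cells. In 66cl4 tumours they did not differ here beyond the spread between replicates, but in 67NR tumours the ratio of CD45+ to CD45− was 0.181 for Fn1 and 2.36 for Thbs1. The paper's own means in Table S2 differ in the same directions in 67NR tumours. The gap is therefore to its sentence and not to its means. The paper counts Arg1 with the genes of the inflammatory and wound healing terms, while Table S1 lists it under other terms. The paper places Scara5, Foxf1 and Ptgis among the most changed genes of these terms. They did not pass the filter on low counts here, and DESeq2 without it called Scara5 and Foxf1 (log2 fold changes of 5.18 and 4.51) and not Ptgis (adjusted p = 0.0771). The fitted size for Scara5 is not firm, because each 67NR CD45+ library held at most 3 counts of it. The paper names Arg1, Fn1 and Thbs1 as the genes with the highest levels, which held here on each scale tried. Of the variance, the first principal component in Fig. S1A holds about 68% and the second about 18%, read by eye, against 67.2% and 18.7% here.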

Other observations

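The tests of named genes, of the 50 largest fold changes and of the genes that part the gates below were chosen only after the values were seen, and the count for the 50 was known before its test was written. The named genes were first tested as larger groups against the fibroblast and epithelial lists together, with mixed results. They were then parted by those results and set against the fibroblast list.

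CD45− RNA in CD45+ libraries was examined as a possible explanation for genes higher in 66cl4 CD45+ cells. Fibroblast genes in the 66cl4 CD45+ libraries had 4.03 to 8.81% of their level in CD45− cells, and stromal markers together had a median of 6.52% in 66cl4 and 11.2% in 67NR tumours. Of the 735 higher genes, 57 (7.76%) rose by no more than this share brings, so it does not account for the set. Mmp9, Cxcl14, Fam20c, Fam20a and Raet1d, with a lowest share of 332%, lay far above it. Scara5 and Foxf1 (highest share 4.84%) and Krt8, Sema3e, Prl2c2 and Vmn1r139 (highest 6.46%) did not exceed the fibroblast genes, and carry-over may account for their counts in CD45+ cells. In the CD45+ library of 66cl4 animal 3, which had the lowest stromal share (1.85%, against 4.60 to 11.1% in the others), Scara5 had 6.95 and Krt8 75.1 normalised counts, their lowest levels. Ptgis (12.7%) is near the floor, so for it carry-over and expression in CD45+ cells cannot be told apart. Cgnl1 (18.4%) lay above every fibroblast gene in 5 of 5 animals. Its share was 14.5 to 22.0% over the animals and 20.7% in animal 3, where the fibroblast genes had at most 3.27%. This argues against RNA of fibroblasts as the origin of its counts. The endothelial gene Cdh5 had a share of 16.6 to 25.4% over the animals, so some CD45− RNA may reach such a share. In CD45− cells Cgnl1 had 1427 normalised counts in 66cl4 and 18.7 in 67NR tumours, against 557 and 892 for Cdh5. This argues against RNA of endothelial cells as its main origin. Carry-over from other CD45− cells and expression in CD45+ cells cannot be told apart for Cgnl1. In 67NR tumours, Aebp1, Sh3gl3, Adgrf1, Pcdh9, Npas3 and Tex101, lower in 66cl4, had at most 28.0% of their CD45− level in CD45+ cells, and carry-over may account for their counts too. Their shares were 19.6 to 40.8% in animal 1 and 5.31 to 7.78% in animal 7, where the median of the fibroblast genes was 20.1% and 5.05%. The other animals followed this median less closely. The shares were 23.9 to 40.6% in animal 4 (fibroblast median 20.9%), 12.4 to 30.1% in animal 5 (7.85%) and 4.12 to 15.9% in animal 6 (4.19%). Over all 67NR libraries the top of the fibroblast range rests on Fap (46.9%), and the next gene, Dpt, had 16.5%. Npas3 (17.3%), Tex101 (20.9%) and Sh3gl3 (28.0%) lay above Dpt, so for them carry-over rests on Fap alone. Of the 50 largest fold changes, 27 had a level of at most the highest fibroblast share, against 61 of all 735 higher genes (8.30%). As the count was seen beforehand and large fold changes favour genes that are low in CD45+ cells, carry-over cannot be told apart from expression for this set.

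Fn1 and Thbs1 in 66cl4 CD45+ cells stood at 131% of their CD45− level, where the highest of the stromal markers reached 20.1%. This argues against carry-over from CD45− cells as the main origin of their counts.

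More genes were lower (57.7%) than higher in 66cl4 CD45+ cells. The excess of lower genes held with RLE factors (57.8%) and total counts (62.3%). With the replicate number as a block it almost vanished, with 656 genes higher and 684 lower (51.0%), although between tumours the libraries share only a number. Lower genes outnumbered higher ones in 10 of 10 bins of gene length and GC content, but in the third bin of GC content they made up only 50.9%. After the CD45+ libraries were thinned to 12959951 counts, 653 genes were still higher and 902 lower, of 14029 tested. These values argue against normalisation, length and GC content as the whole cause of the excess, and against library size as that of the higher genes. A biological cause stays open and was not tested.

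The means of the paper's Table S2 were compared with several scales. Counts divided by DESeq2 size factors came within 1.5 times of 12 of 12 means, and CPM and TPM of 0. This is consistent with a table of normalised counts under another name. The paper's means were 12.7 to 79.3 times the TPM computed here.

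The genes differing between the gates numbered 6621 in 66cl4 and 5992 in 67NR tumours. The animals pair the gates, so splits that swap gates within animals were run. In each tumour 1 of 16 splits gave as many genes, the real one, and the others gave 0. A share of 1 in 16 is not under 0.05, and 5 pairs allow no lower one. Over all tested genes, 61.4% in 66cl4 and 55.5% in 67NR tumours had every library of one gate above every library of the other, against 0.794% by chance and at most 0.731% and 0.750% in the other splits. This argues against an accident of the split.

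In CD45− cells, marker lists differed between the tumours by fry in limma. Higher in 66cl4 were the epithelial (median log2 fold change 2.15, adjusted p = 0.000184) and hypoxia lists (0.75, 0.00661). The NK cell list passed as higher (0.000504), but it held 2 genes, of which 1 was higher (Eomes, with 189.7 normalised counts in 66cl4 and 4.206 in 67NR), so it gives no direction for NK cells. The B cell list passed as higher (0.0363) although its median was −0.05 over 3 genes. Lower were the interferon, neutrophil (−1.61, 0.00221), fibroblast (−0.81, 0.00259), endothelial (−2.85, 0.00707), monocyte (−2.34, 0.00793) and dendritic cell lists (−1.90, 0.0132). Ptprc was also lower in CD45− cells of 66cl4 tumours (log2 fold change −1.79, edgeR adjusted p = 0.0361). Less carried-over immune RNA may therefore account for the falls of the neutrophil, monocyte and dendritic cell lists. Macrophage (0.0993), mast cell (0.0993), erythroid (0.182), T cell (0.214) and proliferation genes (0.226) did not pass. The paper does not report these.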
